# Developmental Potency and Metabolic Traits of Extended Pluripotency Are Faithfully Transferred to Somatic Cells via Cell Fusion-Induced Reprogramming

**DOI:** 10.3390/cells11203266

**Published:** 2022-10-17

**Authors:** Jae-Hoon Song, Joonhyuk Choi, Yean-Ju Hong, Hyeonwoo La, Tae-Kyung Hong, Kwonho Hong, Jeong-Tae Do

**Keywords:** cell fusion reprogramming, extended pluripotency, totipotency, metabolism, embryonic, extraembryonic

## Abstract

As a novel cell type from eight-cell-stage embryos, extended pluripotent stem cells (EPSCs) are known for diverse differentiation potency in both extraembryonic and embryonic lineages, suggesting new possibilities as a developmental research model. Although various features of EPSCs have been defined, their ability to directly transfer extended pluripotency to differentiated somatic cells by cell fusion remains to be elucidated. Here, we derived EPSCs from eight-cell mouse embryos and confirmed their extended pluripotency at the molecular level and extraembryonic differentiation ability. Then, they were fused with OG2^+/−^ ROSA^+/−^ neural stem cells (NSCs) by the polyethylene-glycol (PEG)-mediated method and further analyzed. The resulting fused hybrid cells exhibited pluripotential markers with upregulated EPSC-specific gene expression. Furthermore, the hybrid cells contributed to the extraembryonic and embryonic lineages in vivo and in vitro. RNA sequencing analysis confirmed that the hybrid cells showed distinct global expression patterns resembling EPSCs without parental expression of NSC markers, indicating the complete acquisition of extended pluripotency and the erasure of the somatic memory of NSCs. Furthermore, ultrastructural observation and metabolic analysis confirmed that the hybrid cells rearranged the mitochondrial morphology and bivalent metabolic profile to those of EPSCs. In conclusion, the extended pluripotency of EPSCs could be transferred to somatic cells through fusion-induced reprogramming.

## 1. Introduction

Cells are classified according to their potency, such as totipotency, pluripotency, multipotency, unipotency, and nullipotency. Totipotency, the ability to give rise to embryonic and extraembryonic lineages from a single cell, is possessed only by the fertilized one-cell embryo and 2- to 4-cell blastomere [1,2]. Therefore, totipotency exists transiently and cannot be maintained in stem cells in vitro. Pluripotent stem cells (PSCs) can be derived from the inner cell mass (ICM) of the blastocyst in vitro; these are called embryonic stem cells (ESCs) and retain the differentiation capacity shown in the epiblast of peri-implantation embryos [3,4]. PSCs can also be derived from reprogramming processes such as nuclear transfer, cell fusion, and transduction of reprogramming factors [5]. ESCs and other types of PSCs reprogrammed from somatic cells possess the developmental potency to give rise to all adult cell types, including germlines [6,7]. PSCs are further subdivided into naïve, formative, and primed PSCs according to their developmental/differentiation potentials and molecular properties, reflecting diverse aspects of early embryogenesis [4,8,9,10]. However, these PSCs still display a limited differentiation potential, and their potency is usually limited to embryonic lineages, somatic cells, and germ cells.

A new cell type, the extended pluripotent stem cell (EPSC), was recently generated from eight-cell-stage embryos using a chemically defined medium, the LCDM condition, supplemented with several chemicals that capture developmental potency by blocking cell fate decisions [11]. EPSCs display transcriptional and epigenetic profiles distinct from those of naïve or primed PSCs. Notably, EPSCs showed higher potential for differentiation into extraembryonic lineages in addition to embryonic lineages and a higher contribution in human–mouse interspecies chimeras than ESCs [11]. The expanded pluripotency of EPSCs allows the formation of blastoids (blastocyst-like structures composed of ICM and trophectoderm-like cells), providing a new possibility as an early embryonic developmental model and as a totipotent stem cell [12,13,14,15].

As mentioned previously, pluripotency can be obtained by reprogramming of differentiated somatic cells. Cell-fusion-mediated reprogramming is a widely known reprogramming method that rapidly converts differentiated somatic cells into pluripotent cells [5]. After cell fusion, the genome of differentiated cells, including somatic and extraembryonic cells, is reset by trans-acting reprogramming factors residing in PSC partners [16,17,18]. Various types of PSCs, such as ESCs, embryonic germ cells (EGCs), embryonic carcinoma cells (ECCs), and induced PSCs (iPSCs), have been demonstrated to induce successful reprogramming of somatic cells [19,20]. However, it remains unclear whether EPSCs can transfer extended pluripotency to somatic cells via cell fusion and whether the resulting hybrid cells can exhibit extended pluripotency.

In the present study, we report for the first time that EPSCs can transfer extended pluripotency to somatic cells via cell fusion. We established EPSC lines from eight-cell embryos and fused them with neural stem cells (NSCs), which are somatic stem cells. The resulting EPSC-NSC hybrid cells showed transcriptional characteristics similar to EPSCs and displayed dual potential for differentiation into both embryonic and extraembryonic lineages in both in vivo and in vitro differentiation systems. We further showed that cell-fusion-mediated reprogramming affects the metabolic phenotypes of somatic fusion partner cells, remodeling energy metabolism profiles to be similar to those of EPSCs. This study provides a new model for elucidating novel molecular reprogramming pathways to achieve extended pluripotency.

## 2. Materials and Methods

### 2.1. EPSC Cell Line Establishment and Culture

EPSCs were established from 8-cell embryos using previously described procedures [11]. Briefly, 2-cell embryos were recovered from 1.5 dpc pregnant BL6 female mice and developed to the 8-cell stage. Embryos were attached to mitotically inactivated C3H mouse embryonic fibroblasts (MEF) in LCDM/N2B27 medium. N2B27 medium consists of Dulbecco’s Modified Eagle Medium/Nutrient Mixture F-12 (DMEM/F12) (Gibco, Billings, MT, USA, 11320-033), Neurobasal (Gibco, 21103-049), 5% Knockout serum replacement (Gibco, 10828-028), N2 (Gibco, 17052-048), B27 (Gibco, 17504-044), 1X penicillin-streptomycin (P/S; Gibco, 15140-122), 1% non-essential amino acid (Gibco, 11040-050), and 0.1 mM β-mercaptoethanol (Gibco, 21985-023). An LCDM supplement consisting of 10^3^ U/mL human recombinant leukemia inhibitory factor (Millipore, Burlington, MA, USA, LIF1010), 3 mM CHIR99021(LC laboratories, Woburn, MA, USA, C-6556), 2 mM S-(+)-dimethindene maleate (Tocris, Bristol, Avon, UK, 1425), and 2 mM minocycline hydrochloride (Santa Cruz, Dallas, TX, USA, sc-203339) was added to the N2B27 medium before use. After 5–7 days, the outgrowths were dissociated into single cells using 0.25% trypsin-EDTA (Gibco, 25200-072) and passaged on new inactivated C3H MEF. The established EPSC cell lines were passaged on alternate days, and the culture medium was changed every day.

### 2.2. EGFP Transfection

The lentiviral EF1a-EGFP expression vector was used to insert ubiquitously expressed EGFP protein into EPSCs and ESCs. Lentivirus-containing EGFP vectors were generated by transfecting 293FT cells. Appropriate amounts of lentiviral EF1a-EGFP expression vectors, psPAX2 packaging vectors, and pMD2G envelope vectors were enclosed using Lipofectamine for 5 min. The enclosed vectors were then diluted in Opti-MEM for 20 min and transfected into 293FT cells for 6 h. Three days after transfection, the supernatants containing the virus were harvested.

One day before viral infection, 1 × 10^5^ ESCs were seeded on inactivated MEF. Then, 24 h after transduction, the infected EPSCs or ESCs expressing EGFP were passaged using 0.25% trypsin-EDTA, and EGFP+ single cells were manually picked to establish a homozygous cell line.

### 2.3. Cell Fusion and Hybrid Cell Culture

EPSCs and OG2^+/−^/ROSA26^+/−^ double-transgenic NSCs were washed with phosphate-buffered saline (PBS), dissociated into single cells, and then mixed at a 1:3 ratio (1 × 10^5^: 3 × 10^5^). The mixture was then centrifuged for 5 min at 400× *g* in a conical tube. The supernatant was removed thoroughly, and 1 mL of pre-warmed polyethylene glycol (PEG1500; Roche, Basel, Switzerland) was added to the cell pellet for 1 min. Then, 22 mL of Dulbecco’s modified Eagle’s medium (DMEM; Cytiva, Incheon, Korea, SH30021.01) was carefully added to the PEG–cell mixture with constant stirring. After centrifugation for 5 min at 400× *g*, the pellet was washed with PBS, gently resuspended in the LCDM condition, and incubated for 20 min at 37 °C in a 5% CO_2_ incubator. The mixture was then cultured in the LCDM condition. After 5–6 days, Oct4-GFP^+^ colonies were picked and attached to C3H MEF in LCDM. When the colonies expanded, they were dissociated into single cells using 0.25% trypsin-EDTA. To prevent contamination from non-fused cells, Oct4-GFP^+^ single cells were selected and homozygous cell lines were established. The established cell line was cultured in the same manner as the EPSC cell lines.

### 2.4. Cell Culture

ESCs were cultured on inactivated MEF, in a mouse ESC culture medium consisting of DMEM low glucose supplemented with 15% fetal bovine serum (FBS; Cytiva, Incheon, Korea), 0.1 mM non-essential amino acids, 1× penicillin/streptomycin/glutamine (P/S/G; Gibco, 10378-016), and 1 mM β-mercaptoethanol and 10^3^ U/mL leukemia inhibitory factor (Millipore, ESG1107).

NSCs were derived from heterozygous OG2^+/−^ ROSA^+/−^ strain, which was produced by crossing a homozygous ROSA26 X OG2 male and a wild-type female [21,22]. NSCs were cultured in NS medium in a gelatin-coated cell culture dish. The NS medium consisted of DMEM/F12 containing 7.5% bovine serum albumin (BSA; Gibco, 15260-037), 1X P/S/G, N2, epidermal growth factor (EGF; Gibco, PHG0311), and basic fibroblast growth factor (bFGF; R&D systems, Minneapolis, MN, USA, 233-FB-01M). Cells were passaged every 2–3 days, and the culture media were changed every 2 days.

### 2.5. Karyotype Analysis

The cells at 50% cell confluency were fixed in the metaphase for karyotyping by adding 3 µg/mL nocodazole to the culture medium for 16 h. The cells were then spun down at 200× *g* and treated with hypotonic (0.56%) KCl solution for 15 min. Next, the cells were fixed in a fixation buffer composed of 1:3 acetic acid and methanol and dropped onto a clean glass slide. The glass slides were air-dried and stained with 10% Giemsa solution (Sigma-Aldrich, St. Louis, MO, USA) for 15 min for microscopic observation.

### 2.6. In Vitro Random Differentiation

For random differentiation, cells were dissociated into single cells and suspended in a differentiation medium to form embryoid bodies (EBs) by the hanging drop method (800 cells per drop). The differentiation medium consisted of DMEM low glucose supplemented with 15% FBS, 1× P/S/G, 0.1 mM non-essential amino acids, and 1 mM β-mercaptoethanol. After 2 days, the formed EBs were harvested, washed, and attached to a 0.15% porcine-gelatin-coated culture dish in the medium. The medium was changed every two days, and differentiation proceeded for approximately 14–16 days.

### 2.7. In Vitro Extraembryonic Lineage Differentiation

EPSCs and hybrid cells were differentiated into extraembryonic endoderm stem (XEN) cells using a procedure modified from the differentiation protocol for ESCs [23]. First, cells were dissociated into single cells, and 1 × 10^5^ cells were seeded into inactivated MEF in converted XEN medium (standard XEN medium supplemented with all-trans retinoic acid (R&D systems, 0695) and activin A (Peprotech, Cranbury, NJ, USA, 120-14E)). After 3–4 days, the cells were dissociated into single cells using 0.25% trypsin-EDTA and passaged onto inactivated MEF-coated 4-well dishes in standard XEN medium. The standard XEN medium consisted of RPMI 1640 (Gibco, 11875-093), 15% FBS, 1X P/S, and 0.1 mM β-mercaptoethanol. Then, we picked morphologically similar colonies of XEN cells after 10–15 days, and the cells were passaged at 70–80% confluency. The culture medium was changed every alternate day.

The trophectoderm population was derived under trophoblast stem cell (TSC) medium and TSC-conditioned medium (TSC-CM). The TSC medium consisted of RPMI 1640 medium containing 20% FBS, 1X sodium pyruvate (Gibco, 11360-070), 1X P/S/G, and 0.1 mM β-mercaptoethanol and was supplemented with heparin (Sigma, St. Louis, MO, USA, H3393) and recombinant human FGF4 (Peprotech, 100-31). TSC-CM was prepared by incubating TSC medium without heparin and FGF4 on an inactivated MEF-coated dish for 3 days, followed by filtering. To differentiate EPSCs and hybrid cells, 1 × 10^5^ cells were attached to inactivated MEF in a mixture of TSC medium and TSC-CM (1:1 ratio). After two passages in the medium mixture, the cells were passaged in only TSC medium at a low density. The cells were further passaged at 5–60% confluence.

### 2.8. Chimeric Embryo Generation

The day before aggregation, 2-cell-stage mouse embryos were collected from 1.5 dpc B6C3F1 female mice and cultured in vitro in drops of G2 plus medium (Vitrolife, Gothenburg, Sweden, 10132) under OVOIL (Vitrolife, 10029) for 24 h. GFP-infected EPSCs or hybrid cells were passaged and seeded onto inactivated MEF. The following day, the cells were trypsinized, and clumps (4–10 cells per clump) were selected for aggregation with an 8-cell-stage mouse embryo with a denuded zona pellucida. Aggregated embryos were cultured overnight at 37 °C in a 5% CO_2_ incubator. After 24 h, the aggregated embryos were transferred into the left uterine horn of a 2.5 dpc pseudopregnant ICR recipient.

### 2.9. X-Gal Staining

The EPSC-NSC hybrid cells and chimeric embryos were stained with X-gal. For staining, cells were washed with PBS and fixed in 4% paraformaldehyde for 10 min at 4 °C. After washing with PBS three times, the cells were rinsed in rinsing solution: PBS containing 0.02% NP40 and MgCl_2_. The cells were stained with X-gal staining solution: rinsing solution supplemented with 25 µg/mL of 5-Bromo-chloro-3-indolyl-galactosidase (X-gal; Promega, Medison, WI, USA, V3941), 5 mM K3Fe(CN)_6_, and 5 mM K4Fe(CN)6. Cells were incubated at 37 °C and 5% CO2 for 24 h and visualized by light microscopy.

Chimeric embryos were fixed for 1 h and washed with PBS for 2–3 h at 4 °C. Embryos were then rinsed with rinsing solution for 1 h and stained with X-gal staining solution, followed by overnight incubation.

### 2.10. Electron Microscopy

For transmission electron microscopic (TEM) observations, the specimens were fixed in 4% paraformaldehyde and 2.5% glutaraldehyde in 0.1 M phosphate buffer (PB) for 3 h. After rinsing in 0.1 M PB, the samples were post-fixed in 1% osmium tetroxide for 30 min. The samples were then dehydrated in a graded ethanol series (50, 70, 80, 90, 95, and 100%). Polymerization of the infiltrated sample in Epon 812 was performed overnight at 60 °C.

Ultrathin sections were cut using an ultramicrotome (Leica Microsystems, Wetzlar, Germany) to a thickness of approximately 60–70 nm. The sectioned slices were collected on grids (200 mesh) and stained with 2% uranyl acetate and lead citrate. The prepared grids were examined using a transmission electron microscope (JEOL, Tokyo, Japan) operating at 60 kV.

### 2.11. Mitochondrial Length Measurement

Mitochondrial length and the maximum (Max)/minimum (Min) ratio of length were analyzed using electron microscopy images. Measurements were made using Image J 1.53 software (NIH), and over 29 mitochondria were measured per sample for data analysis.

### 2.12. Oxygen Consumption Rate Analysis

A Seahorse XFp analyzer was used to measure the oxygen consumption rate (OCR). Overall, 6 × 10^4^ cells of EPSCs, fusion hybrid cells, and 8 × 10^4^ cells of NSCs were cultured for 16 h after being seeded into a cell culture plate pre-coated with diluted Matrigel (Corning, NY, USA, 356234). For analysis, the medium was changed to XFp base media supplemented with D-glucose (Agilent, Santa Clara, CA, USA, 103577-100), sodium pyruvate (Agilent, 103578-100), and L-glutamine (Agilent, 103579-100). The OCR was measured using a Seahorse XFp analyzer (Seahorse Bioscience, Billerica, MA, USA). Measurement values were obtained after injection of oligomycin (1.5 µM), FCCP (0.1 µM), and rotenone/antimycin A (0.5 µM) (Agilent). The analysis was performed according to the manufacturer’s instructions.

### 2.13. Extracellular Acidification Rate Analysis

A Seahorse XFp analyzer was used to measure the extracellular acidification rate (ECAR). Overall, 6 × 10^4^ cells of EPSCs, fusion hybrid cells, and 8 × 10^4^ cells of NSCs were cultured for 16 h after being seeded into a cell culture plate pre-coated with diluted Matrigel. For analysis, the medium was replaced with XFp base medium supplemented with D-glucose, sodium pyruvate, and l-glutamine. The ECAR was measured using a Seahorse XFp analyzer (Seahorse Bioscience). Measurement values were obtained after injection of rotenone/antimycin A (0.5 µM) and 2-DG (80 mM) (Agilent Technologies, Clara, CA, USA). The analysis was performed according to the manufacturer’s instructions.

### 2.14. RNA Isolation and qRT-PCR

Total RNA was extracted from samples using TRIzol reagent according to the appropriate protocols, and the amount of RNA was measured using Nanodrop (Thermo Scientific, Waltham, MA, USA). Then, cDNA was synthesized from 1 μg extracted total RNA using SuperScriptTM III Reverse Transcriptase (Invitrogen, Waltham, MA, USA, 18080-044), Oligo(dT)12-18 Primer (Invitrogen, 18418-012), and 10 mM dNTP Mix (Invitrogen, 18427-013). Real-time polymerase chain reaction (real-time PCR) was carried out using TOPrealTM qPCR 2X PreMIX (Enzynomics, Daejeon, Korea, RT500M), and the results were analyzed using a Roche LightCycler 5480 (Roche). The primers used for real-time RT-PCR are listed in Table S1.

### 2.15. Immunocytochemistry

For immunocytochemistry, cells were fixed with 4% paraformaldehyde for 20 min at 4 °C. After washing with PBS, the cells were treated with 0.3% Triton X-100 in PBS for 10 min and blocked with PBS containing 3% bovine serum albumin (Bovogen, BSAS0.1) for 1 h at 25 °C. The cells were then treated with primary antibodies at the following concentrations: OCT4 (1:500, Santa Cruz Biotechnology, Dallas, TX, USA, SC-5279), NANOG (1:500, Abcam, Cambridge, UK, ab80892), EOMES (1:500, Abcam, ab23345), GATA4 (1:200, Abcam, ab84593), tubulin beta III isoform (TUJ1; 1:500, Millipore, Burlington, MA, USA, MAB1637), smooth muscle actin (SMA; 1:500, Abcam, ab7817), SOX17 (1:500, R&D Systems, AF1924), and CDX2 (1:1250, Abcam, ab76541). The following day, the primary antibodies were removed and the cells washed thrice with PBS for 10 min. Finally, the cells were labeled with fluorescence-conjugated secondary antibodies to detect the primary antibodies at the following concentrations: Alexa Fluor 488 (1:500) and Alexa Fluor 568 (1:500). Lastly, they were treated with DAPI or Hoechst in 0.3% Triton X-100 in PBS for 3 min at room temperature and washed.

### 2.16. Bulk RNA Sequencing

The total RNA concentration was calculated using Quant-IT RiboGreen (Invitrogen, #R11490). To assess the integrity of the total RNA, samples were run on a TapeStation RNA screentape (Agilent, #5067-5576). Only high-quality RNA preparations with RIN greater than 7.0 were used for RNA library construction.

A library was independently prepared with 1 μg of total RNA from each sample using the Illumina TruSeq Stranded mRNA Sample Prep Kit (Illumina, Inc., San Diego, CA, USA, #RS-122-2101). mRNA containing the poly A tail was purified using poly-T-attached beads. Following purification, the mRNA was fragmented into small pieces, and mRNA fragments were copied into first-strand cDNA using SuperScript II reverse transcriptase (Invitrogen, #18064014) and random primers. Second-strand cDNA was synthesized using DNA polymerase I, RNase H, and dUTP. Then, a single “A” base was added to cDNA fragments for adapter ligation. The products were purified and enriched by PCR to create the final cDNA library.

The libraries were quantified using KAPA Library Quantification kits for Illumina Sequencing platforms according to the qPCR Quantification Protocol Guide (KAPA BIOSYSTEMS, #KK4854) and qualified using TapeStation D1000 ScreenTape (Agilent Technologies, #5067-5582). Indexed libraries were then submitted to Illumina NovaSeq (Illumina, Inc., San Diego, CA, USA), and paired-end (2 × 100 bp) sequencing was performed by Macrogen Inc. (Seoul, Korea).

### 2.17. Post Sequencing Data Analysis

For the raw sequencing reads, adapter trimming was performed with a skewer (v0.2.2) [24] with the -L 100 and -e options. The output file was mapped to the mm10 UCSC Mus musculus genome using the STAR (v2.7.9a) [25] read aligner. The results from STAR were quantified and normalized to FPKM values using the Cuffnorm of the Cufflinks (v2.2.1) [26] toolset.

The quantified data were further analyzed and visualized using R (v4.2.0) and its affiliated packages. A two-dimensional principal component analysis (PCA) plot was produced using ggplot2 (v3.3.6) [27]. The corrplot (v0.92) [28] package was used for the correlation plot. In the comparison using the scatter plot, genes having an average expression level greater than FPKM3 and a fold change greater than 3 were defined as differentially expressed genes (DEGs). A scatter plot was produced using the plot function in R. In the expression analysis by the heatmap, DEGs were defined as genes with expression levels greater than 3 in all samples and a fold change greater than 3 in comparison between any two samples. Heatmaps and the hierarchical clustering of genes were produced using the heatmap2 function of the gplot (v3.1.3) [29] package. Gene ontology analysis was performed using DAVID (v2021update) [30,31], and the associated gene lists for specific gene ontology terms were acquired from DAVID’s Knowledgebase. Data for each sample are available at the Gene Expression Online under Accession Number GSE210520.

### 2.18. Statistical Analysis

All experiments were performed in triplicate, except for bulk RNA sequencing, which was performed in duplicate. Experimental data are presented as the mean ± standard deviation (SD). The significance of differences between sample data was evaluated using Student’s t-test or one-way analysis of variance (ANOVA) in SAS software version 9.4 (SAS Institute Inc., Cary, NC, USA). Tukey’s post hoc test was used for multiple comparisons. For mitochondrial morphology analysis, Dunn’s post hoc test was used. Statistical significance was set at *p* < 0.05.

### 2.19. Animal Use Ethical Statement

All methods used in this study were carried out in accordance with national animal care and use guidelines laws, and all experimental protocols were approved by the Institutional Animal Care and Use Committee of Konkuk University.

## 3. Results

### 3.1. Derivation and Characterization of Extended Pluripotent Stem Cells

EPSCs were established from C57BL/6 mouse eight-cell embryos using LCDM as previously described by Yang et al. [11] (Figure 1A). Five to six days after seeding, outgrowths were observed around the seeded embryos. Round and dome-like colonies were formed after passaging the outgrowths two–three times. These EPSCs could be stably cultured for over 40 passages without morphological changes or differentiation (Figure 1B). Immunocytochemistry analysis showed that the established EPSCs expressed pluripotency markers such as OCT4 and NANOG, whereas extraembryonic lineage markers such as EOMES and GATA4 were not expressed (Figure 1C).

Next, we determined several molecular characteristics of EPSCs that were distinguishable from those of ESCs. Typically, EPSCs show differences in the transcriptional profile and developmental potential both in vitro and in vivo [11,32]. First, we analyzed the transcriptomic characteristics of EPSCs using real-time qPCR. We checked Steap4, Tnc, Csf1, Bgn, Vcam1, Postn, and Esrp1, which were suggested to be differentially expressed between EPSCs and ESCs in Yang et al.’s previous report [11]. Real-time qPCR analysis indicated that EPSCs have different transcriptional expression patterns from ESCs, which is consistent with previously published EPSC transcriptome data (Figure 1D). Subsequently, we sought to identify the dual potential of EPSCs toward embryonic and extraembryonic lineages in vivo and in vitro. In vitro differentiation through embryoid body (EB) formation indicated lineage commitment to all three germ layers (Figure S1). Next, we examined the lineage conversion ability of EPSCs. EPSCs can be directly converted into extraembryonic stem cell lineages such as extraembryonic endoderm (XEN) cells and trophoblast stem cells (TSCs) [1,11]. As expected, EPSCs were efficiently converted into XEN cells (SOX17^+^) and TSCs (EOMES^+^ and CDX2^+^), which did not express pluripotency markers (Figure 1E,F). These data demonstrated that newly derived EPSCs have distinct molecular and developmental features compared to ESCs, which is consistent with several previous studies.

### 3.2. Extended Potential Reprogramming of Somatic Cells by Cell Fusion with EPSCs

To test whether EPSCs can transfer extended pluripotency to somatic cells, we fused EPSCs with NSCs to induce fusion-induced reprogramming. To monitor the reprogramming of NSCs, we used OG2^+/−^/ROSA26^+/−^ double-transgenic NSCs, which express GFP under the control of the distal enhancer of OCT4 expression and ubiquitously express lacZ genes [33]. NSCs and EPSCs were fused using the PEG-mediated method [22] (Figure 2A). Oct4-GFP^+^ colonies were observed after 2 days of fusion, and Oct4-GFP^+^ cells, which were expected to be EPSC-NSC hybrids, were stably maintained over 40 passages (Figure 2B). As Oct4 expression is restricted to PSCs and germ cells [34,35], Oct4-GFP^+^ cells should be reprogrammed cells by fusion with EPSCs. Oct4-GFP^+^ cells were also positive for the X-gal staining (Figure 2C). Karyotype analysis demonstrated that the cells exhibited near-tetraploidy (4N) (Figure 2D). Meanwhile, OG2^+/−^/ROSA26^+/−^ NSCs cultured in the LCDM condition ceased to proliferate, confirming that the reprogramming of NSCs was not driven by the culture conditions (Figure S2). Taken together, these results indicate that Oct4-GFP^+^ cells are tetraploid hybrid cells that are successfully reprogrammed by cell fusion between NSCs and EPSCs. 

Subsequently, we investigated whether the hybrid cells obtained the characteristics of extended pluripotency. Immunocytochemistry analysis confirmed that Oct4-GFP^+^ hybrid cells expressed pluripotency markers OCT4 and NANOG (Figure 2E). We then compared the expression patterns of EPSC-specific genes such as Steap4, Tnc, Csf1, Bgn, Vcam1, and Postn. The expression levels of these EPSC-specific genes were similar between EPSCs and EPSC-NSC hybrid cells, but the expression levels of ESCs and NSCs were significantly lower than those of EPSCs (Figure 2F). Interestingly, the expression levels of EPSC-specific genes in the hybrid cells were higher than those in EPSCs (Figure 2F). These results demonstrate that somatic cells can be reprogrammed into an extended pluripotent state by fusion with EPSCs at the transcriptional level.

### 3.3. Developmental Potency of Hybrid Cells into Both Embryonic and Extraembryonic Lineages

One of the distinct features of EPSCs is their expanded differentiation potency toward not only embryonic, but also extraembryonic lineages [11]. If NSCs obtained extended pluripotency through fusion with EPSCs, EPSC-NSC hybrid cells could functionally recapitulate the differentiation potency of EPSCs similar to obtaining pluripotency after fusion with pluripotent stem cells [5]. Thus, we attempted to verify whether hybrid cells could differentiate into both embryonic and extraembryonic lineages under in vivo and in vitro conditions [5]. First, we verified the in vivo developmental potential of reprogrammed EPSC-NSC hybrid cells using chimera formation analysis. Chimeric blastocysts were generated by the aggregation of morula and EPSC-NSC hybrid cells and further cultured to the blastocyst stage (Figure 3A). As a control experiment, chimeric blastocysts were generated using ESCs and EPSCs, which ubiquitously express the GFP transgene (Figure 3B). EPSC-NSC hybrid cells, ESCs, and EPSCs successfully formed chimeric blastocysts, in which aggregated cells were integrated into the ICM (Figure 3A,B). Notably, a contribution to the trophectoderm was observed in chimeric blastocysts formed by EPSCs and hybrid cells, but rarely in those formed by ESCs. To check the extraembryonic contribution, we counted the blastocysts showing the extraembryonic contribution (trophectoderm) by fluorescence expression (for EPSCs and ESCs) or X-gal staining (for hybrid cells). Chimeric blastocysts formed using EPSCs and reprogrammed hybrid cells showed a high ratio of extraembryonic contribution (38% and 31.3%, respectively; Figure 3C), whereas those formed using ESCs rarely contributed to trophectoderm formation (1.9%) (Figure 3C). Next, we investigated the developmental potential of reprogrammed hybrid cells in 13.5 dpc chimeric embryos (Figure 3D). Notably, EPSC-NSC hybrid cells contributed to the placenta and various body tissues in 13.5 dpc chimeric embryos (Figure 3D). In the X-gal-stained 13.5 dpc embryos, X-gal-positive cells, which originated from hybrid cells, were detected in the placenta and all three germ layer tissues: ectoderm (brain), mesoderm (heart), and endoderm (intestine) (Figure 3D). These results suggest that reprogrammed hybrid cells display extraembryonic developmental potential, as observed in EPSCs.

Next, we investigated whether EPSC-NSC hybrid cells could be converted into extraembryonic stem cell lineages, TSCs, and XEN cells, in vitro, which is the distinct feature of EPSCs that distinguishes them from conventional pluripotent stem cells [11,36]. During in vitro differentiation through EB formation, we examined CDX2-positive cells in differentiating EPSCs and hybrid cells, but these were rarely examined in differentiating ESCs (Figure S3B). After differentiation in XEN cell-derivation medium, hybrid cells were converted into XEN cells, which were positive for SOX17 without the expression of pluripotency markers such as OCT4 and NANOG (Figure 3E). On the other hand, under TSC-derivation conditions, hybrid cells could also be converted into TSCs expressing EOMES and CDX2 without pluripotency marker expression (Figure 3F). Taken together, these results suggest that EPSC-NSC hybrid cells can recapitulate the in vivo and in vitro developmental potency of EPSCs.

### 3.4. Global Gene Expression Patterns of EPSCs, ESCs, NSCs, and EPSC-NSC Hybrid Cells

We performed RNA sequencing analysis and compared the global gene expression patterns of the EPSCs, NSCs, and EPSC-NSC hybrid cells. 

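RNA sequencing covered 8 libraries in 4 groups of 2. ESCs were the E14 line, NSCs were OG2/ROSA26 cells, EPSCs were line 1 at passage 15, and EPSC-NSC hybrid cells were line 2-2 at passage 10. Both libraries of a group came from one line, so their spread is that of repeated libraries and not of independent derivations or fusions. ESCs, EPSCs, and hybrid cells were cultured on inactivated mouse embryonic fibroblasts as feeder cells, whereas NSCs were cultured on gelatin. The authors deposited FPKM (fragments per kilobase of transcript and 1000000 mapped fragments) for each library, as Cuffnorm gave them. The paper's text names neither the gene annotation nor the library normalization chosen in Cuffnorm, and read counts were not analysed here. The values of 24354 genes were listed, of which 5210 were at 0 in every library. FPKM summed to 617978.5 and 600674 in the ESC libraries, 415239.7 and 415412 in the NSC libraries, 653796 and 619155 in the EPSC libraries, and 643268 and 634954 in the hybrid cell libraries, so the libraries were not scaled to a common sum. The depth was derived from the steps on which FPKM values lie. These steps were measured on 2247 genes with 1 annotated transcript longer than 1500 nucleotides, with an assumed fragment length of 200 nucleotides. In units of 1000000 fragments, they gave 32.8 and 29.9 for the ESC libraries, 28.6 and 29.0 for NSCs, 22.0 and 23.0 for EPSCs, and 24.1 and 22.7 for hybrid cells. At these depths, 3 fragments on a 2-kb transcript correspond to 0.0508 to 0.0758 FPKM, a floor that covers counting error only. Genes were compared in 2 ways. The rule in the paper's methods was taken as a mean FPKM over 3 in the higher group and a ratio of the group means over 3. In addition, limma was fitted to log2(FPKM + 1) with all 4 groups in one model, and p-values were adjusted by the Benjamini-Hochberg method over the 13239 genes with a mean FPKM of at least 1 in at least 1 group. The log2 fold changes of limma are differences on this scale, which at low FPKM are smaller than the log2 ratio of FPKM. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333. Across these genes, which are not independent replicates, Pearson's r between the 2 libraries of a group was 0.988 in hybrid cells, 0.992 in EPSCs, 0.993 in ESCs, and 0.995 in NSCs. Between 18 genes in NSCs and 54 genes in EPSCs differed more than 2-fold between the 2 libraries. The libraries carry replicate numbers, and the paper names no pairing, so results of limma are also given with the replicate number as a block.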

The global gene expression patterns of EPSC-NSC hybrid cells were very similar to those of EPSCs; only 200 genes were differentially expressed, in comparison with the 3781 genes for EPSC-NSC hybrid cells vs. NSCs and 604 genes for EPSCs vs. ESCs (FPKM > 2, fold change > 2). 

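By the rule in the paper's methods, 211 genes differed between hybrid cells and EPSCs, 3844 between hybrid cells and NSCs, and 625 between EPSCs and ESCs. For 197 of the 211 genes, both libraries of one group lay above both libraries of the other. Chance gives 33.3% for genes not selected by their group means, and these genes were selected by them, so this share is not a test. For the other 14 genes the libraries overlapped. Both thresholds at 2 in place of 3 moved the counts most, to 759, 6355, and 1722 genes. At an adjusted p under 0.05, limma with Benjamini-Hochberg adjustment called 5881 genes between hybrid cells and EPSCs, of which 471 changed more than 2-fold. It called 11449 genes between hybrid cells and NSCs, 6254 of them changed more than 2-fold, and 8079 genes between EPSCs and ESCs, 1310 of them changed more than 2-fold. Of the genes that passed the paper's rule, limma called 196, 3824, and 599. A fit of the hybrid cell and EPSC libraries alone called 2811 genes, and 2799 of these were among the 5881 called by the fit of all groups. The deviations of the libraries from their group means, compared between libraries with the same replicate number across genes, correlated with r = 0.280 for hybrid cells and EPSCs, −0.02 for hybrid cells and NSCs, and 0.06 for EPSCs and ESCs. With the replicate number as a block, limma called 6060, 11511, and 8250 genes, of which 5714, 11407, and 7961 were also called without the block. Scaling FPKM to a sum of 1000000 per library lowered the share of genes higher in hybrid cells than in NSCs to 27.3% of those that passed the paper's rule, against 43.8% with FPKM as deposited, and to 34.5% of those called by limma, against 51.5%. After quantile normalization, limma gave 52.05%.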

Among the 200 genes differentially expressed between hybrid cells and EPSCs, 69 genes were overexpressed in EPSC, whereas 131 genes were abundantly expressed in EPSC-NSC hybrid cells (Figure 4A). 

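Of the 211 genes that passed the rule in the paper's methods, 138 (65.4%) were higher in hybrid cells and 73 were higher in EPSCs. Among the genes called by limma, 2979 (50.7%) were higher in hybrid cells and 2902 were higher in EPSCs. The following genes are the 5 with the largest log2 fold change in each direction among the genes that passed both criteria and whose libraries did not overlap. Eno1b, which lies on chromosome 18 of GRCm38 from 48045335 to 48048379, was at 126 ± 28.4 FPKM (SD, n = 2) in hybrid cells and 1.41 ± 0.182 FPKM in EPSCs. Its log2 fold change was 5.71 (standard error 0.14, adjusted p = 6.3e-06 from limma with Benjamini-Hochberg adjustment, 1.4e-06 with the replicate block, and 1.4e-06 to 0.0102 over the alternatives). Eno1b was also expressed in ESCs, at 348 ± 23.1 FPKM, and in NSCs, at 141 ± 9.91 FPKM, so that EPSCs alone were low. The same held for Gm4737 on chromosome 16, with 21.9 ± 3.23 FPKM in hybrid cells, 1.10 ± 0.314 in EPSCs, 38.1 ± 3.14 in ESCs, and 9.92 ± 1.43 in NSCs. It held as well for Gm8615, a pseudogene on chromosome 5, with 21.2 ± 0.233 FPKM in hybrid cells, 0.466 ± 0.0975 in EPSCs, 20.1 ± 1.20 in ESCs, and 5.63 ± 0.0267 in NSCs. On chromosome X, 1700013H16Rik was at 111 ± 1.60 FPKM in hybrid cells and 5.55 ± 2.92 in EPSCs, and Tex13 was at 16.9 ± 6.89 FPKM in hybrid cells and 0.127 ± 0.0457 in EPSCs. In the other direction, Rpph1, the RNA component of RNase P, was at 1.85 ± 0.518 FPKM in hybrid cells and 27.1 ± 16.8 in EPSCs, whose 2 libraries differed widely. Cth was at 10.7 ± 2.03 FPKM in hybrid cells and 68.7 ± 0.848 in EPSCs, Calca at 3.94 ± 1.39 and 25.9 ± 2.44, and the noncoding AI662270 at 6.63 ± 0.919 and 40.7 ± 7.96. The imprinted gene Peg10 was at 10.2 ± 4.52 FPKM in hybrid cells and 53.7 ± 11.1 in EPSCs, and at 47.6 ± 4.24 in NSCs, so that hybrid cells lay below both parental lines. The log2 fold changes of these genes were 3.45 or higher in the first direction and from −3.17 to −2.33 in the second. Over the 10 genes, the adjusted p of limma with Benjamini-Hochberg adjustment lay between 3.0e-06 and 0.000932 without the block, between 1.4e-06 and 0.000997 with it, and at or below 0.0254 over the alternatives.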

The PCA plot and correlation matrix analysis revealed that the overall gene expression profile of hybrid cells was distinct from that of ESCs and NSCs, but similar to that of EPSCs (Figure 4B,C). Furthermore, the Gene Ontology-biological process (GO: BP) analysis revealed that both EPSCs and EPSC-NSC hybrid cells, compared to ESCs, overexpressed in terms of “response to mechanical stimulus”, “collagen fibril organization”, and “cell differentiation”. whereas they were downregulated in “multicellular organism development”, “defense response to virus”, and “negative regulation of viral genome replication” (Figure S4A). 

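A principal component analysis of log2(FPKM + 1) was computed over the 19144 genes with a nonzero value, centred and not scaled. The first component held 79.6% of the variance and the second 13.4%. On the first component, the NSC libraries scored 143.6 and 143.8, the ESC libraries −42.8 and −42.2, the EPSC libraries −52.1 and −51.3, and the hybrid cell libraries −49.7 and −49.4. On the second component, the ESC libraries scored 55.3 and 55.8, the EPSC libraries −17.5 and −18.6, and the hybrid cell libraries −35.1 and −35.5. In the plane of both components, the group centres of hybrid cells and EPSCs were 17.4 apart, those of EPSCs and ESCs 74.2, those of hybrid cells and ESCs 91.1, and those of hybrid cells and NSCs 196.1. Libraries of one group were 0.473 to 1.38 apart. Over all genes, the Euclidean distance between hybrid cells and EPSCs was 54.4, against 33.4 between the 2 EPSC libraries and 39.8 between the 2 hybrid cell libraries. It was 81.5 between EPSCs and ESCs and 92.8 between hybrid cells and ESCs. Scaling each gene to unit variance moved the first component most, to 53.9% of the variance. Pearson's r across the same genes, averaged over the 4 pairs of libraries, was 0.983 ± 0.00106 (SD of the pairs) for hybrid cells and EPSCs, 0.967 ± 0.000541 for EPSCs and ESCs, 0.957 ± 0.000538 for hybrid cells and ESCs, and 0.810 ± 0.000730 for hybrid cells and NSCs. Genes are not independent replicates, so these coefficients were not tested. Restricting the genes to the 13239 tested genes moved the coefficients for hybrid cells and NSCs most, to 0.669, and the order of the 4 coefficients was the same under each alternative.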

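Between hybrid cells and ESCs, 884 genes passed the rule in the paper's methods, 482 higher and 402 lower in hybrid cells. Between EPSCs and ESCs, 312 genes were higher and 313 lower in EPSCs. Higher than ESCs in both were 211 genes, 67.6% of those higher in EPSCs, and lower in both were 218 genes, 69.6% of those lower in EPSCs. With limma and Benjamini-Hochberg adjustment, 8667 genes were called between hybrid cells and ESCs, and 8757 with the replicate block, of which 8529 were shared (r = 0.03 between deviations of equal replicate number). GO enrichment was not analysed here. Families fixed by gene symbol before the data were examined were tested with camera of limma, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 10 tests of family and comparison. Of the 25 collagen genes tested, 18 were higher in EPSCs than in ESCs, and the median log2 fold change was 0.22. This difference did not pass the adjustment (adjusted p = 0.0643, 0.0704 with the block, 0.0224 to 0.0704 over the alternatives, from camera of limma with Benjamini-Hochberg adjustment). In hybrid cells, the median log2 fold change of the collagen genes against ESCs was 0.85 (adjusted p = 0.00112, 0.00138 with the block, 0.000461 to 0.00138 over the alternatives, by the same test of limma with Benjamini-Hochberg adjustment). Col1a1 was at 1.96 ± 0.148 FPKM (SD, n = 2) in ESCs, 14.7 ± 1.44 in EPSCs, and 53.6 ± 10.4 in hybrid cells. Markers of fibroblasts, the cell type of the feeders, had the same order. Their median was 1.01 FPKM in ESCs, 4.76 in EPSCs, and 16.9 in hybrid cells. The values cannot tell collagen expression of the stem cells from RNA of feeder fibroblasts. Of the 22 antiviral interferon-induced genes tested, 21 were lower in EPSCs than in ESCs, with a median log2 fold change of −1.27 (adjusted p = 2.6e-08, 2.2e-08 with the block, 2.2e-08 to 2.3e-07 over the alternatives, from camera of limma with Benjamini-Hochberg adjustment). In hybrid cells, 17 of them were lower than in ESCs, with a median log2 fold change of −0.79 (adjusted p = 0.000177, 0.000167 with the block, 0.000167 to 0.000497 over the alternatives, from camera of limma with Benjamini-Hochberg adjustment). Among them, Oas2 was at 28.3 ± 0.339 FPKM in ESCs, 0.608 ± 0.290 in EPSCs, and 2.38 ± 0.243 in hybrid cells. No family was tested for the terms on mechanical stimulus, cell differentiation, and organism development.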

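For the heat map, the paper's methods require FPKM over 3 in all samples and a change over 3-fold between any pair of samples. In the deposited FPKM values, 2098 genes met both conditions when each library counted as a sample. When the group means were compared in place of the libraries, 1762 genes met them. Requiring FPKM over 3 in only 1 library moved the count most, to 5720 genes. With each library left out in turn, the count lay between 2001 and 2080 genes.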

There were 2070 of the DEGs that were clustered into five hierarchical clusters by GO:BP analysis (Figure 4D and Figure S4B). 

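Row z-scores of log2(FPKM + 1) of the 2098 genes were divided into 5 clusters by complete linkage of Euclidean distances, a choice made because the paper's text does not name the linkage. The largest cluster held 1080 genes, with a mean z-score of −1.49 in NSCs, 0.371 in ESCs, 0.556 in EPSCs, and 0.563 in hybrid cells. The cluster of 687 genes had a mean z-score of 1.51 in NSCs, −0.571 in ESCs, −0.478 in EPSCs, and −0.463 in hybrid cells. The cluster of 165 genes was lowest in EPSCs (−0.481) and hybrid cells (−1.05), against 0.282 in ESCs and 1.25 in NSCs. The cluster of 94 genes was highest in EPSCs (0.329) and hybrid cells (0.724), against −1.26 in ESCs and 0.21 in NSCs. The cluster of 72 genes was highest in ESCs (1.34), against −0.278 in NSCs, −0.333 in EPSCs, and −0.728 in hybrid cells. Ward's linkage moved the size of the largest cluster most, to 658 genes. Independently of the clustering, all EPSC and hybrid cell libraries lay above all ESC and NSC libraries for 521 of the genes (24.8%), and below them for 328 (15.6%). Chance gives 1.43% for each if the 8 libraries are exchangeable and 16.7% if the 4 groups are. The 2 libraries of a group are alike, so the first share is not a test, and the count below is no more than the second share gives. With FPKM scaled to a sum of 1000000 per library, an alternative chosen after the values were seen, the selection changed and these counts were 222 and 870 genes. This scaling lowered the median log2 fold change of all tested genes against NSCs from 0.08 to −0.48 in EPSCs and from 0.06 to −0.51 in hybrid cells, so a shift of all genes enters these counts.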

Notably, clusters 2 and 3 showed the upregulated and downregulated gene sets, respectively, in both EPSCs and hybrid cells. EPSCs and hybrid cells clustered together and were highly enriched in terms associated with “translation” and “RNA processing”. However, genes enriched in NSCs, such as “biometabolic and biosynthetic process of lipid, steroid, fatty acid, and cholesterol” and “axonogenesis”, were not observed in reprogrammed fusion hybrid cells (Figure 4D and Figure S4B). These results indicate that EPSC-NSC hybrid cells successfully acquired the transcriptional characteristics of EPSCs after cell-fusion-induced reprogramming.

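The cytosolic ribosomal protein genes, 81 genes fixed by their symbols before the data were examined, stand here for the term “translation”. No family was tested for “RNA processing”. The median level of the 81 genes was 1956 ± 51.1 FPKM (SD, n = 2) in EPSCs, 2032.5 ± 4.72 in hybrid cells, 665.5 ± 9.45 in NSCs, and 2102 ± 119 in ESCs. All 81 genes were higher in EPSCs than in NSCs, with a median log2 fold change of 1.50 (adjusted p = 9.1e-16, 4.8e-16 with the replicate block, 2.3e-24 to 0.000147 over the alternatives, from camera of limma with Benjamini-Hochberg adjustment). All 81 were higher in hybrid cells than in NSCs as well, with a median of 1.58 (adjusted p = 6.7e-16, 3.5e-16 with the replicate block, 1.6e-24 to 6.3e-05 over the alternatives, by the same test of limma with Benjamini-Hochberg adjustment). Scaling FPKM to a sum of 1000000 per library moved the median log2 fold change of all tested genes against NSCs to −0.48 in EPSCs and −0.51 in hybrid cells, from 0.08 and 0.06 with FPKM as deposited. Relative to these medians, the ribosomal protein genes were higher by 1.39 and 1.47 with this scaling, against 1.43 and 1.52 with FPKM as deposited. Quantile normalization moved them most, to 0.25 and 0.32 relative to the median of all tested genes.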

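The cholesterol biosynthesis genes, a list of 21 genes fixed before the data were examined, had a median level of 57.3 ± 1.18 FPKM (SD, n = 2) in NSCs, 39.3 ± 0.485 in EPSCs, 25.5 ± 2.65 in hybrid cells, and 22.2 ± 0.501 in ESCs. Of these genes, 20 were lower in hybrid cells than in NSCs, and limma called 19 of them. The median log2 fold change was −1.50 (adjusted p = 1.6e-05, 1.7e-05 with the replicate block, 7.4e-06 to 0.000461 over the alternatives, from camera of limma with Benjamini-Hochberg adjustment). Hmgcs1, which lies on chromosome 13 of GRCm38 from 119690351 to 119708260, was at 509.5 ± 11.3 FPKM in NSCs, 118 ± 3.11 in EPSCs, and 67.8 ± 1.82 in hybrid cells. Its log2 fold change between hybrid cells and NSCs was −2.89 (standard error 0.05, adjusted p = 3.6e-09 from limma with Benjamini-Hochberg adjustment, 1.7e-08 with the replicate block, 2.5e-09 to 7.4e-06 over the alternatives). The exception in the list was Ebp, at 34.3 ± 1.74 FPKM in hybrid cells and 15.5 ± 0.975 in NSCs, a log2 fold change of 1.09 (standard error 0.07, adjusted p = 2.6e-06 from limma with Benjamini-Hochberg adjustment, 1.8e-06 with the replicate block, 1.8e-06 to 0.000189 over the alternatives). All 21 genes remained listed above 0 in hybrid cells, and genes of axonogenesis were not tested as a family.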

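Between EPSCs and NSCs, 3809 genes passed the rule in the paper's methods, and the position of hybrid cells between both parental lines was computed for each on the log2(FPKM + 1) scale, with the NSC mean at 0 and the EPSC mean at 1. The median position was 0.966, with quartiles of 0.846 and 1.06. Hybrid cells were nearer to EPSCs for 3699 of these genes (97.1%) and nearer to NSCs for 110. With each library left out in turn, between 96.0% and 97.2% of the genes were nearer to EPSCs. At an adjusted p under 0.05, limma with Benjamini-Hochberg adjustment called 11409 genes between EPSCs and NSCs, and 11441 with the replicate number as a block, of which 11349 were shared (r = 0.07 between deviations of equal replicate number). With FPKM scaled to a sum of 1000000 per library, the share of genes higher in EPSCs changed from 42.8% to 26.7% by the rule and from 52.4% to 35.1% in limma, and after quantile normalization it was 52.7% in limma. The paper reads its own results on global expression as a sign that EPSC-NSC hybrid cells took on the transcriptional characteristics of EPSCs through reprogramming by cell fusion.

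**Figure D1:**
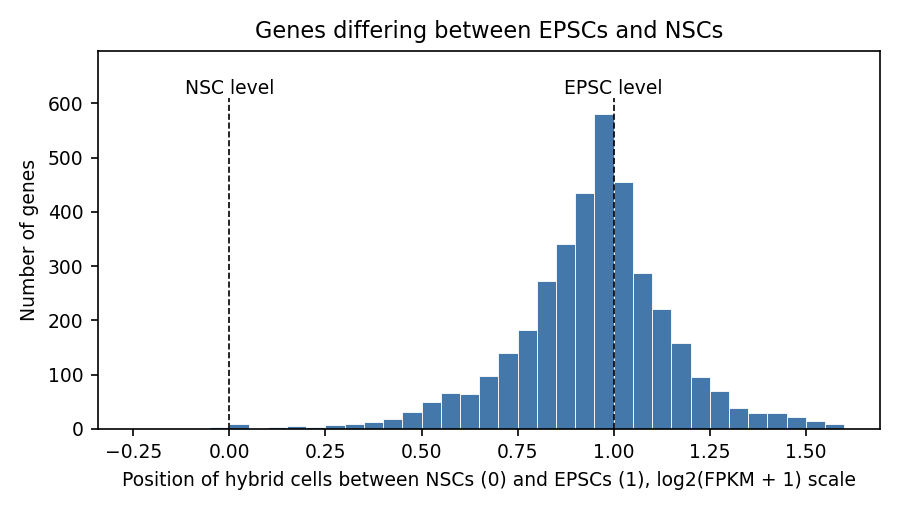
Position of EPSC-NSC hybrid cells for the genes that differ between EPSCs and NSCs. The x axis gives the position on the log2(FPKM + 1) scale, where 0 is the mean of the NSC libraries and 1 the mean of the EPSC libraries (dashed lines), and the y axis gives the number of genes in bins of 0.05. Most genes lie around 1, and 3 genes below −0.25 and 40 genes above 1.6 are outside the range drawn.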

Next, we verified whether the transcriptional memory of NSCs was erased after reprogramming by cell fusion. Reprogrammed hybrid cells no longer expressed early ectodermal and NSC markers (Figure 4E and Figure S5), whereas they expressed EPSC-specific markers (Figure 4F), suggesting that the NSC genome was successfully reprogrammed and the somatic transcriptional memory completely erased after fusion with EPSCs.

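The genes whose labels are legible in Figure 4E and Figure S5 were examined. Of the 11 NSC markers, 10 reached a mean FPKM of 1 in a group, and all 10 were lower in hybrid cells than in NSCs, with log2 fold changes from −11.22 for Fabp7 to −0.97 for Notch2. The other NSC marker, Fut4, was at 0.604 ± 0.105 FPKM (SD, n = 2) in NSCs. Of the 10 ectoderm markers, 8 reached this level, and all 8 were lower in hybrid cells than in NSCs, with log2 fold changes from −4.78 for Gfap to −0.76 for Vim. The other 2 ectoderm markers were Emx2 and Dcx. All of the genes that reached this level were called by limma with Benjamini-Hochberg adjustment, and also with the replicate block and when the adjustment covered each list alone (r = −0.02 between deviations of equal replicate number). Both lists are the paper's own choice, shown for these same libraries, so a high count is no independent test. Fabp7 was at 2754 ± 63.0 FPKM in NSCs, 0.157 ± 0.115 in hybrid cells, and 0.0808 ± 0.00279 in EPSCs. Nes, on chromosome 3 of GRCm38 from 87971093 to 87980451, was at 117 ± 3.97 FPKM in NSCs, 2.40 ± 0.0205 in hybrid cells, and 4.46 ± 0.234 in EPSCs. Its log2 fold change between hybrid cells and NSCs was −5.11 (standard error 0.07, adjusted p = 1.8e-09 from limma with Benjamini-Hochberg adjustment, 9.6e-09 with the replicate block, 8.8e-10 to 5.0e-06 over the alternatives). S100b and Dcx were listed at 0 in both hybrid cell libraries. Other markers were expressed in hybrid cells at a level near that of EPSCs. Notch1 was at 11.3 ± 0.0290 FPKM in hybrid cells and 11.2 ± 0.940 in EPSCs, Msi2 at 11.6 ± 2.31 and 14.6 ± 0.824, and Foxo3 at 7.34 ± 2.38 and 6.89 ± 0.0212. Vim was the marker with the highest level in hybrid cells, at 599.7 ± 78.9 FPKM, against 1011 ± 48.8 in NSCs, 295.5 ± 5.25 in EPSCs, and 213 ± 6.98 in ESCs. Its log2 fold change between hybrid cells and EPSCs was 1.01 (standard error 0.09, adjusted p = 0.000324 from limma with Benjamini-Hochberg adjustment, 0.000307 with the replicate block, 0.000268 to 0.0199 over the alternatives).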

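The EPSC-specific genes that the paper compares in hybrid cells, Steap4, Tnc, Csf1, Bgn, Vcam1, and Postn, were all higher in EPSCs than in ESCs, with log2 fold changes from 0.34 for Steap4 to 3.00 for Postn. All 6 were also higher in hybrid cells than in EPSCs, with log2 fold changes from 1.10 for Steap4 to 1.62 for Postn. Esrp1, which the paper names with them when EPSCs are compared with ESCs, was lower in hybrid cells than in EPSCs. It was at 19.0 ± 4.33 FPKM (SD, n = 2) in EPSCs, 8.64 ± 2.60 in hybrid cells, and 7.48 ± 0.101 in ESCs, with a log2 fold change of −1.06 between hybrid cells and EPSCs (standard error 0.20, adjusted p = 0.00504 from limma with Benjamini-Hochberg adjustment, 0.00235 with the replicate block, 0.00235 to 0.0527 over the alternatives) and of 1.22 between EPSCs and ESCs (adjusted p = 0.00145, 0.000589 with the block, 0.000589 to 0.00529 over the alternatives). limma with Benjamini-Hochberg adjustment called all 6 genes in both comparisons, also with the replicate block (r = 0.06 for EPSCs and ESCs and 0.280 for hybrid cells and EPSCs between deviations of equal replicate number). When only the hybrid cell and EPSC libraries were fitted, Csf1 was no longer called (adjusted p = 0.0554, against 0.00599 with all groups in limma with Benjamini-Hochberg adjustment and 0.00520 to 0.0554 over the alternatives). Postn was at 36.1 ± 7.07 FPKM (SD, n = 2) in hybrid cells, 11.0 ± 0.708 in EPSCs, 0.508 ± 0.141 in ESCs, and 0.0118 ± 0.0167 in NSCs. Bgn was at 115 ± 23.0 FPKM in hybrid cells, 43.6 ± 0.438 in EPSCs, 12.7 ± 1.09 in ESCs, and 0.0160 ± 0.0226 in NSCs. Steap4 was at 1.88 ± 0.115 FPKM in hybrid cells and 0.339 ± 0.0441 in EPSCs. On the log2(FPKM + 1) scale, the added 1 lowers changes at such low FPKM. With 0.1 added instead, the log2 fold change between hybrid cells and EPSCs was 2.175 for Steap4 and 1.693 for Postn. In NSCs, 3 of the genes were above both EPSCs and ESCs. Tnc was at 264 ± 5.24 FPKM in NSCs, 65.1 ± 14.3 in hybrid cells, and 24.2 ± 1.28 in EPSCs, Csf1 at 11.2 ± 0.471, 9.73 ± 4.71, and 2.99 ± 0.310, and Vcam1 at 9.81 ± 0.280, 4.59 ± 1.78, and 1.06 ± 0.127. To count what remained of NSC expression, 2178 genes higher in NSCs than in EPSCs by the rule in the paper's methods were examined. Hybrid cells were over 3 times the EPSC level for 27 of them (1.24%), and limma called all 27 as higher. Among the 9101 other genes with a mean FPKM over 3 in EPSCs, NSCs, or hybrid cells, 111 (1.22%) were over 3 times the EPSC level (Fisher's exact test, two-sided, odds ratio 1.02, p = 0.914). Part of these other genes were included because of their hybrid level. When genes had to reach this mean in EPSCs or NSCs, an alternative chosen after the values were seen, 51 of 8879 other genes (0.574%) were over 3 times the EPSC level (Fisher's exact test, two-sided, odds ratio 2.17, p = 0.00230), so the comparison depended on which genes were included. NSC genes were selected for a low EPSC level, and the hybrid level was divided by the same EPSC mean, so EPSC values that are low by chance favour NSC genes in both tests. With both thresholds at 2, the count moved most, to 167 genes. The 5 of the 27 genes with the highest level in hybrid cells were Eno1b, Gm4737, AA465934, Gm8615, and Bag3. AA465934 was at 21.4 ± 2.05 FPKM in hybrid cells, 3.00 ± 1.27 in EPSCs, and 55.4 ± 2.70 in NSCs, and Bag3 was at 20.4 ± 0.218 FPKM in hybrid cells, 4.51 ± 1.11 in EPSCs, and 13.6 ± 0.839 in NSCs. In ESCs, 8 of the 27 genes were also over 3 times the EPSC level, Eno1b, Gm4737, AA465934, and Gm8615 among them.

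**Figure D2:**
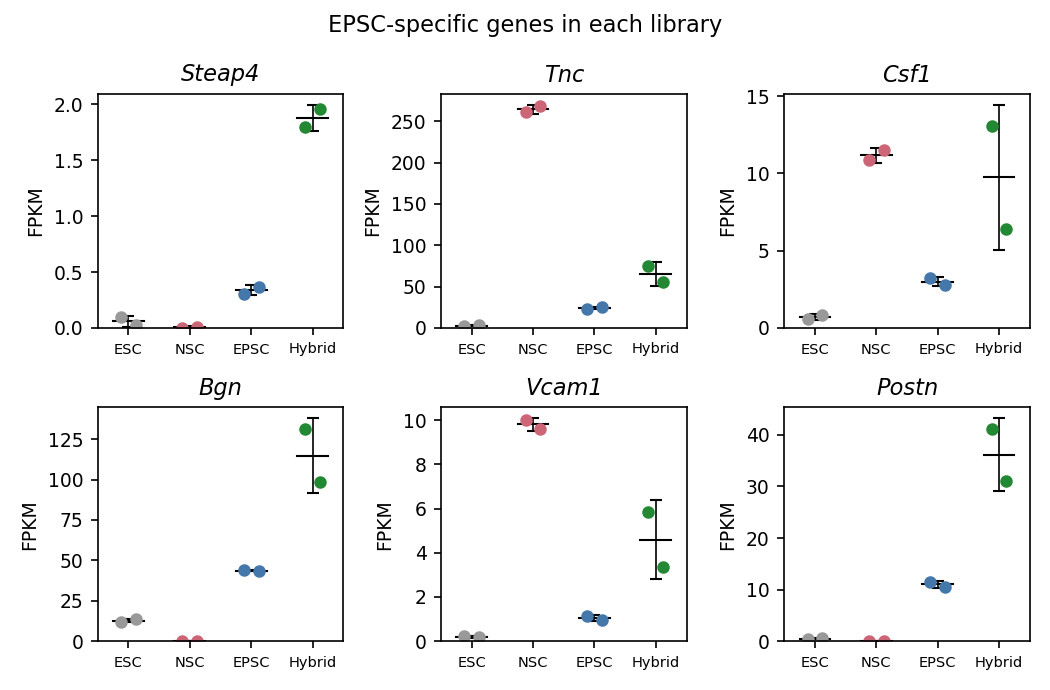
FPKM (y axis) of Steap4, Tnc, Csf1, Bgn, Vcam1, and Postn in ESCs, NSCs, EPSCs, and EPSC-NSC hybrid cells (x axis). Each point is 1 library, the horizontal line is the mean, and the bars are the SD of the 2 libraries. For all 6 genes the hybrid cell libraries lie above the EPSC libraries, and for Tnc and Vcam1 the NSC libraries lie above all others.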

Furthermore, we compared the differences in expression patterns for developmental potential toward extraembryonic trophoblast lineages among EPSCs, NSCs, ESCs, and EPSC-NSC hybrid cells (Figure 4G and Figure S6). EPSCs and EPSC-NSC hybrid cells showed expression patterns similar to those of genes associated with embryonic placental development, extraembryonic membrane development, and trophectodermal differentiation. These results may explain the favorable differentiational/developmental potency of EPSCs and EPSC-NSC hybrid cells to the extraembryonic lineage (placental contribution in the chimera assay and conversion ability to TSCs). Consequently, we demonstrated that the somatic memory of NSCs was erased and reprogrammed to the state of an extended pluripotent fusion partner through cell–cell fusion.

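The genes with legible labels in Figure S6 were examined, which are 11 genes of extraembryonic membrane development and 25 genes of trophectodermal cell differentiation. The genes of embryonic placenta development were not analysed here. On the log2(FPKM + 1) scale, hybrid cells were nearer to EPSCs than to ESCs for 10 of the 11 extraembryonic membrane genes (exact sign test, two-sided, p = 0.0117, adjusted p = 0.0234 by the Benjamini-Hochberg method over both lists). With FPKM scaled to a sum of 1000000 per library, and with 5 of the 6 libraries when each was left out, it was 9 of the 11 genes (exact sign test, two-sided, p = 0.0654, adjusted p = 0.131, 0.0234 to 0.131 over the alternatives by the Benjamini-Hochberg method), which does not pass 0.05. The exception was E2f7, at 5.01 ± 0.0749 FPKM (SD, n = 2) in hybrid cells, 6.49 ± 0.101 in EPSCs, and 5.09 ± 0.107 in ESCs. Of the trophectoderm genes, hybrid cells were nearer to EPSCs for 13 and nearer to ESCs for 12 (exact sign test, two-sided, p = 1, adjusted p = 1). Genes of a list are not independent replicates, so these p-values describe the present libraries. Of the 10 extraembryonic membrane genes tested by limma with Benjamini-Hochberg adjustment, 4 were called between hybrid cells and EPSCs, with and without the replicate block. These were Htra1, higher in hybrid cells, and Paxip1, Map3k4, and E2f7, lower in hybrid cells. Between hybrid cells and ESCs, 7 of the 10 were called, with and without the block. Of the 22 trophectoderm genes tested, 8 were called between hybrid cells and EPSCs (9 with the block), and 14 between hybrid cells and ESCs (14 with the block). When the adjustment covered each list alone, the numbers of genes called without the block were the same. When only the hybrid cell and EPSC libraries were fitted, an alternative chosen after the values were seen, 1 extraembryonic membrane gene and 5 trophectoderm genes were called between them. Cited2 was among the trophectoderm genes nearer to EPSCs, at 7.54 ± 1.16 FPKM in hybrid cells, 9.10 ± 0.0620 in EPSCs, and 68.6 ± 2.77 in ESCs. The hybrid cell libraries overlapped with those of both EPSCs and ESCs for Eomes, at 3.06 ± 0.923 FPKM in hybrid cells, 3.93 ± 0.556 in EPSCs, and 2.86 ± 0.441 in ESCs. Cdx2 was at 0.661 ± 0.583 FPKM in hybrid cells, 0.481 ± 0.0782 in EPSCs, and 0.166 ± 0.0797 in ESCs, below the level at which genes were tested.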

Lastly, we assessed the transcriptional similarity between EPSCs and hybrid cells by analyzing the genes associated with differentiation and mitochondrial dynamics. We previously devised an index to measure the extent of differentiation using the expression levels of the mitochondrial-dynamics-related genes *Mfn2* and *Dnml1* [37]. The *Mfn2*/*Dnm1l* ratio was relatively higher in more differentiated cells. For example, the *Mfn2*/*Dnm1l* ratio in differentiated somatic cells is higher than that in pluripotent stem cells. Consistently, the *Mfn2*/*Dnm1l* ratio in NSCs was much higher than that in EPSCs (Figure 4H). 

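Mfn2, a gene of mitochondrial fusion on chromosome 4 of GRCm38 from 147873586 to 147904909, was at 21.6 ± 0.233 FPKM (SD, n = 2) in NSCs and 8.08 ± 0.956 in EPSCs. Dnm1l, a gene of mitochondrial fission on chromosome 16 from 16312228 to 16359038, was at 41.8 ± 1.84 FPKM in NSCs and 55.7 ± 4.61 in EPSCs. The ratio of both, taken in each library, was 0.517 ± 0.0284 in NSCs and 0.145 ± 0.00517 in EPSCs, 3.57 times higher in NSCs. Both NSC libraries were above both EPSC libraries (exact permutation test, two-sided, p = 0.333, the smallest that 2 libraries against 2 allow). Between EPSCs and NSCs, the log2 fold change of Mfn2 was −1.32 (standard error 0.08, adjusted p = 2.3e-06 from limma with Benjamini-Hochberg adjustment, 5.5e-06 with the replicate block, 5.6e-07 to 0.000138 over the alternatives). That of Dnm1l was 0.41 (standard error 0.08, adjusted p = 0.00185 from limma with Benjamini-Hochberg adjustment, 0.000681 with the replicate block, 0.000681 to 0.218 over the alternatives). The log2 fold change of Dnm1l was −0.20 with FPKM scaled to a sum of 1000000 per library, but this scaling moved the median of all tested genes from 0.08 to −0.48, so the change of sign follows a shift of all genes. Dnm1l was not called with this scaling or after quantile normalization, both chosen for this gene after its values were seen. The ratio of both genes within a library is not changed by scaling to a sum, and it was not computed after quantile normalization.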

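In hybrid cells, Mfn2 was at 11.1 ± 0.380 FPKM (SD, n = 2) and Dnm1l at 53.2 ± 4.59 FPKM. The Mfn2/Dnm1l ratio was 0.228 and 0.192 in the 2 hybrid cell libraries, against 0.141 and 0.148 in the 2 EPSC libraries. Its mean was 0.21 ± 0.0253 in hybrid cells and 0.182 ± 0.00214 in ESCs. The mean of EPSCs was 0.689 times that of hybrid cells, and that of NSCs was 2.46 times that of hybrid cells. Both hybrid cell libraries were above both EPSC libraries and below both NSC libraries (exact permutation tests, two-sided, p = 0.333 for each, which is the smallest possible with this number of libraries). Between hybrid cells and EPSCs, the log2 fold change of Mfn2 was 0.42 (standard error 0.08, adjusted p = 0.00630 from limma with Benjamini-Hochberg adjustment, 0.00858 with the replicate block, 0.00579 to 0.0739 over the alternatives, the last of them with only the 2 groups fitted). That of Dnm1l was −0.07 (standard error 0.08, adjusted p = 0.540 from limma with Benjamini-Hochberg adjustment, 0.437 with the replicate block, 0.437 to 0.672 over the alternatives), and its sign changed with the library left out.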

Notably, EPSC-NSC hybrid cells showed a similar *Mfn2*/*Dnm1l* ratio to EPSCs (Figure 4H), indicating that EPSCs and hybrid cells have the same extent of differentiation.

### 3.5. Mitochondrial Dynamics of EPSC-NSC Hybrid Cells Recapitulate That of EPSCs

In addition to transcriptional dynamics, intracellular organelles are also remodeled during the reprogramming process [38]. Therefore, we compared the morphology of the nucleus and mitochondria of ESCs, NSCs, EPSCs, and EPSC-NSC hybrid cells using transmission electron microscopy (TEM). ESCs and EPSCs have a relatively higher nucleus-to-cytoplasm ratio than NSCs (Figure 5A), which is consistent with previous reports that pluripotent stem cells have a higher nucleus-to-cytoplasm ratio than differentiated cells [39]. There were no significant differences between EPSCs and ESCs. Notably, EPSC-NSC hybrid cells also showed a nucleus-to-cytoplasm ratio similar to that of EPSCs and ESCs (Figure 5A), indicating the recapitulation of mitochondrial dynamics during fusion-induced reprogramming. Moreover, EPSC-NSC hybrid cells showed multiple nucleoli with denser nucleolar structures than diploid cells, which are typical characteristics of tetraploid cells (Figure 5A).

Next, we compared the mitochondrial morphology in each cell type. ESCs showed globular mitochondria with poorly developed cristae, as expected. Meanwhile, NSCs had relatively elongated, rod-like mitochondria with dense, well-developed cristae structures (Figure 5B). The mitochondrial morphology of EPSCs was globular, with immature cristae, similar to that of ESCs (Figure 5B). Given that mitochondrial morphology is maintained as globular during embryogenesis until the preimplantation stage [40], it is reasonable to say that EPSCs derived from the eight-cell stage also have the same mitochondrial morphology. The mitochondrial morphology of NSCs was remodeled into immature and round pluripotency-like states during reprogramming by fusion with EPSCs (Figure 5B). Next, we measured the “calculated-maximum (c-Max)” and “calculated minimum (c-Min)” to more accurately analyze the mitochondrial morphology (Figure 5C–E). The mean values of “c-Max/c-Min” in ESCs (1.21) and EPSCs (1.24) were almost the same, while those of NSCs (3.02) were much higher (Figure 5C–E). As expected, the mean value of “c-Max/c-Min” in the EPSC-NSC hybrid cells (1.22) was almost the same as that in ESCs and EPSCs (Figure 5C–E). Taken together, these results indicate that reprogramming to extended pluripotency by cell fusion entails the complete remodeling of intracellular organelles.

### 3.6. Bioenergetic Metabolism Profiles of NSCs Were Remodeled to the State of EPSCs after Reprogramming by Cell Fusion with EPSCs

Metabolic remodeling in mitochondria represents an altered cellular state and plays a crucial role in the reprogramming process [38,41]. For example, in partially reprogrammed cells, the metabolic phenotype was distinct from that of pluripotent iPSCs, indicating a failure to acquire a bioenergetic system for maintaining pluripotency [42]. Therefore, we investigated the energy metabolism of EPSCs, hybrid cells, and NSCs using the Seahorse XFp analyzer to determine whether extended potential reprogramming by cell fusion entailed metabolic remodeling, as shown by changes in the molecular signature. To determine metabolic state, the oxygen consumption rate (OCR), which represents oxidative phosphorylation (OXPHOS) activity, was analyzed in EPSCs, hybrid cells, and NSCs (Figure 6A). The three cell types showed similar levels of basal respiration (Figure 6A,B). However, when cells were treated with FCCP, which maximizes mitochondrial respiration by collapsing the mitochondrial membrane potential, EPSCs showed nearly twice the maximal respiration compared to NSCs, indicating that the OXPHOS respiration capacity was more active in EPSCs than in NSCs (Figure 6A,C). As expected, the hybrid cells showed a level of maximal respiration almost equal to that of the EPSCs. In addition, EPSCs and hybrid cells exhibited a similar spare respiratory capacity (SRC) level, which was much higher than that of NSCs (Figure 6A–D). The ATP-coupled respiration rate was similar in all samples (Figure 6E). To confirm the correlation between energy metabolism and molecular signatures, we investigated the transcriptomes related to OXPHOS and the ATP-production-associated electron transfer chain (ETC). Consistent with the OCR results, EPSCs and hybrid cells showed higher levels of genes related to OXPHOS and ETC than NSCs (Figure 6F and Figure S7).

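The genes in question were taken as the 77 subunit genes of OXPHOS complexes encoded in the nucleus, fixed before the data were examined, and the 22 electron transport genes legible in Figure S7. Genes of the mitochondrial genome were not listed in the deposited values. The median level of the 77 genes was 198 ± 5.45 FPKM (SD, n = 2) in EPSCs, 211 ± 5.56 in hybrid cells, 140.5 ± 2.48 in NSCs, and 179 ± 9.01 in ESCs. In EPSCs, 65 of the 77 genes were higher than in NSCs, with a median log2 fold change of 0.45 (adjusted p = 3.5e-05, 3.1e-05 with the replicate block, 3.1e-05 to 0.588 over the alternatives, from camera of limma with Benjamini-Hochberg adjustment). In hybrid cells, 68 were higher than in NSCs, with a median log2 fold change of 0.46 (adjusted p = 4.3e-06, 4.3e-06 with the replicate block, 4.3e-06 to 0.468 over the alternatives, from camera of limma with Benjamini-Hochberg adjustment). The direction depended on the scaling. With FPKM scaled to a sum of 1000000 per library, the medians were −0.16 in EPSCs and −0.15 in hybrid cells, and after quantile normalization they were −0.08 in both, and the test was not passed in any of these cases. Relative to the median of all tested genes, the 77 genes were higher by 0.32 in EPSCs and 0.36 in hybrid cells under the first scaling, against 0.37 and 0.40 with FPKM as deposited, and lower under quantile normalization, at −0.17 and −0.15. The median level of the 22 electron transport genes was 234 ± 10.9 FPKM in EPSCs, 251 ± 11.6 in hybrid cells, 131 ± 2.75 in NSCs, and 193 ± 3.59 in ESCs. At an adjusted p under 0.05, limma with Benjamini-Hochberg adjustment called 21 of the 22 as higher in EPSCs than in NSCs (20 with the block) and 19 as higher in hybrid cells (19 with the block), and the counts were 21 and 19 when the adjustment covered the list alone. These 22 genes are the paper's own choice, shown for these same libraries, so a high count is no independent test. Of the 77 subunit genes, limma called 58 higher and 6 lower in EPSCs than in NSCs, and 61 higher and 5 lower in hybrid cells. With FPKM scaled to a sum of 1000000 per library, 10 of the 22 were called higher and 8 lower in EPSCs, and 13 higher and 5 lower in hybrid cells. Cox5b was at 506.5 ± 0.827 FPKM in EPSCs, 693 ± 36.3 in hybrid cells, and 235 ± 18.1 in NSCs. Cyct was at 69.3 ± 13.0 FPKM in EPSCs and 37.5 ± 5.76 in hybrid cells, and was listed at 0 in NSCs. Dld was called in neither comparison, at 60.1 ± 3.31 FPKM in EPSCs, 61.3 ± 1.76 in hybrid cells, and 64.2 ± 1.29 in NSCs, but it was called lower than in NSCs in both with FPKM scaled to a sum of 1000000 and after quantile normalization, alternatives chosen for this gene after its values were seen. Pmpcb and Cycs were not called in hybrid cells.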

Next, the glycolytic activity of these cells was compared using the extracellular acidification rate (ECAR). In contrast to OCR, EPSCs exhibited higher levels of basal glycolysis than NSCs did (Figure S8A,B). Compensatory glycolysis after treatment with rotenone/antimycin A (Rot/AA), an inhibitor of electron transfer chain complexes I and II, was also higher in EPSCs than that in NSCs (Figure S8A,C). Additionally, EPSCs exhibited an upregulated glycolytic proton efflux rate (glycoPER) ratio compared with NSCs. Interestingly, the hybrid cells showed almost identical levels of EPSCs in basal glycolysis, compensatory glycolysis, and glycoPER. As glycoPER represents the glycolytic contribution to total extracellular acidification, these results indicate that EPSCs and hybrid cells actively use glycolysis for energy production (Figure S8A,D). Along with the results of the OCR analysis, these results indicate that EPSCs and hybrid cells actively use both OXPHOS and glycolysis for energy production and that this metabolic state can be faithfully remodeled toward EPSCs by fusion-induced reprogramming (Figure 6A–E and Figure S8A–D).

## 4. Discussion

In this study, we suggested that somatic cells, NSCs, could be directly reprogrammed to the extended pluripotent state by fusion with EPSCs. Reprogrammed hybrid cells exhibited extended pluripotential properties, including the expression of extended pluripotency markers, trophoblast lineage contribution in chimeric embryos, conversion into extraembryonic lineage stem cells (TSCs and XEN cells), and mitochondrial morphological remodeling and metabolic remodeling to the EPSC state. Furthermore, global gene expression patterns analyzed by RNA sequencing confirmed that the overall transcriptomic profile of hybrid cells was similar to that of EPSCs in terms of hierarchical clustering and GO terms, and they were distinguishable from traditional pluripotent stem cells (ESCs). Taken together, the somatic memory of NSCs was erased and extended pluripotency was established after fusion with EPSCs.

Fusion-induced reprogramming has previously been conducted using pluripotent stem cells such as ESCs, EGCs, ECCs, and induced PSCs (iPSCs), which can successfully reprogram somatic cells to a pluripotent state after cell fusion [19,20]. In the present study, we report for the first time that EPSCs can transfer extended pluripotency to somatic cells via cell fusion, although it remains as an open question if extended pluripotency can be transferred to terminal differentiated somatic cells such as fibroblasts. Furthermore, the reprogramming pathway toward extended pluripotency is yet to be elucidated. EPSCs, which were originally generated from eight-cell-stage embryos, could also be derived from ESCs or iPSCs by culturing in the LCDM condition for several passages, indicating reversibility between pluripotency and extended pluripotency [11]. Additionally, Liu et al. confirmed that human EPSCs could be directly established from fibroblasts by transduction of reprogramming factors (*Oct4*, *Sox2*, *Klf4*, and *c-Myc*) under the LCDM culture condition [43]. Therefore, reprogramming into extended pluripotency may be a stepwise process by which reprogrammed cells first acquire a pluripotent state and further acquire extended pluripotency during culture. However, it is not known whether the same stepwise process occurs in cell fusion reprogramming because it is a very fast and efficient reprogramming process; pluripotency marker activation and epigenetic reprogramming occur only 2 days after fusion [33]. Therefore, further research on the extended pluripotent reprogramming pathway is required.

In reprogramming toward pluripotency, chromosome-wide remodeling occurs 24–48 h after fusion, although epigenetic reprogramming takes more time [44]. In this study, we detected Oct4-GFP-positive hybrid cells 48 h after fusion with EPSCs. However, epigenetic reprogramming of extended pluripotency cannot be guaranteed with Oct4-GFP reactivation. Since DNA demethylation and reactivation of the X chromosome are the slowest reprogramming events [33,45], it is expected that these events may also occur relatively slowly during extended pluripotential reprogramming. Given that EPSCs have distinct epigenomic networks compared to naïve ESCs [11,46], observing time-course changes during cell-fusion-induced reprogramming may provide novel epigenetic and mechanistic insights into a totipotent state. For example, Mai et al. identified a novel transient reprogramming regulator, NKX3-1, using a cell-fusion-mediated heterokaryon model [47], suggesting that fusion-induced reprogramming could be a promising model for identifying early reprogramming factors [48].

By determining the developmental potency of hybrid cells, we showed that hybrid cells could contribute to the placenta and embryonic tissues. Placental contribution was observed in all 13.5 chimeric embryos (3/3), demonstrating a greater ability to contribute to placental tissues (Figure 3D and Figure S3A). In our previous studies, we showed that pluripotent hybrid cells formed by the fusion of somatic cells with ESCs could also develop into the placenta in chimeric embryos [17,49]. Therefore, not only the extraembryonic developmental potential, but also the tetraploidy of hybrid cells may contribute to the higher contribution ratio to the placenta.

However, differentiation efficiency toward trophoblast lineages in vitro was significantly less efficient. We showed that, although homogeneous XEN cell lines were easily established from hybrid cells in vitro, the conversion of hybrid cells into TSCs was relatively inefficient because homogenous TSCs were not induced, even after serial selection of TSC colonies. These results are consistent with previous reports that the formation of blastoids, or synthetic preimplantation embryos, using EPSCs resulted in a rare trophectoderm-like population compared to hypoblast- and epiblast-like contents [12,13]. In fact, the differentiation potential of EPSCs toward extraembryonic ectodermal lineages is highly diverse depending on the culture conditions [46,50], suggesting the importance of setting optimal differentiation conditions toward extraembryonic ectoderm.

We also demonstrated that the mitochondrial morphology and energy metabolism phenotype were remodeled to the state of EPSCs after cell-fusion-induced reprogramming. Mitochondrial shape and energy metabolism are cell-type-specific and contribute to the developmental potential of cells [51]. Therefore, changes in mitochondrial morphology and the consequent changes in metabolic patterns are highly dynamic in reprogramming and differentiation processes [51]. In this study, we showed that EPSCs and EPSC-NSC hybrid cells had a similar mitochondrial morphology, as well as bivalent bioenergetic activity, with higher levels of both OXPHOS and glycolysis than NSCs. Notably, EPSC-NSC hybrid cells exhibited an almost equivalent energy metabolism phenotype to EPSCs, but different from their fusion partners, NSCs, indicating faithful bioenergetic reprogramming. We expected that the OCR level would be higher in NSCs and the glycolytic level would be higher in EPSCs because pluripotent stem cells are more dependent on glycolysis than OXPHOS for energy metabolism [51,52]. However, EPSCs and EPSC-NSC hybrid cells showed a bivalent energy metabolism phenotype involving both OXPHOS and glycolysis. As this bivalent metabolic state is also observed in naïve pluripotent stem cells [41,53], EPSCs and naïve PSCs may share similar metabolic states. One possible reason for the bivalent energy phenotype of EPSCs and EPSC-NSC hybrid cells could be partially due to the inhibition of poly (ADP-ribose) polymerase-1 (Parp1) by minocycline hydrochloride (MiH) supplemented in the LCDM culture condition [11]. Parp1 is not only associated with various pathways underlying pluripotency and reprogramming, but is also considered a crucial regulator for the maintenance of EPSC potency [11,54]. Given that Parp1-knockout mouse ESCs showed altered expression of metabolism-related genes and preferential contribution to extraembryonic lineages [55], it is possible that Parp1 affects the bioenergetic metabolism, as well as the potency of EPSCs.

## 5. Conclusions

In the present study, somatic cells could be rapidly reprogrammed into an extended pluripotential state through cell-fusion-induced reprogramming with EPSCs. Fusion hybrid cells reconstructed EPSC-like characteristics, which entail transcriptional profile, acquisition of extraembryonic developmental potential, remodeling of mitochondrial morphology, and bivalent bioenergetic metabolism, with the erasure of somatic memory. In conclusion, we demonstrated that the extended pluripotential properties of EPSCs, including dual developmental potential and metabolic traits, could be faithfully transferred to somatic cells by cell-fusion-induced reprogramming.

## Figures and Tables

**Figure 1:**
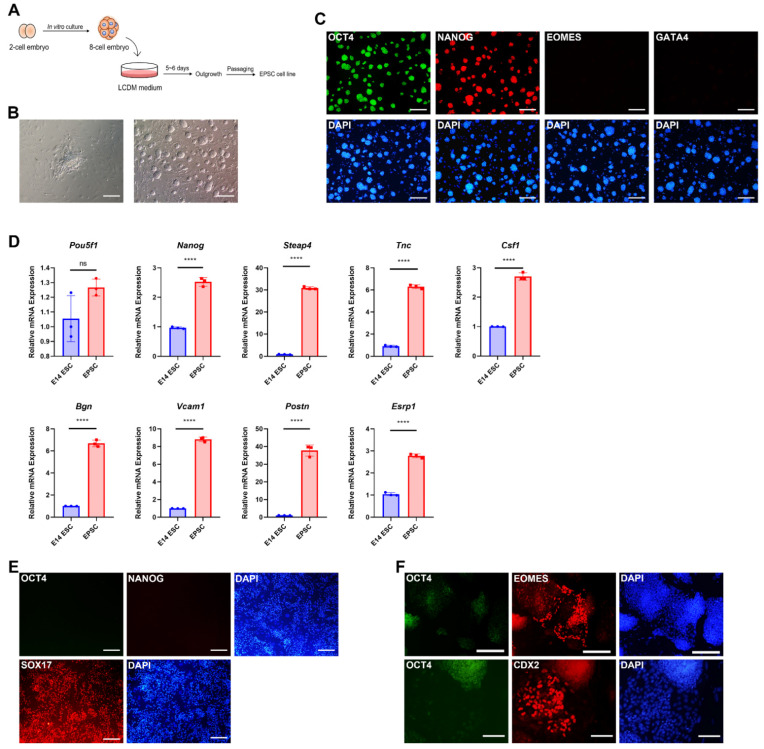
Establishment and characterization of extended pluripotent stem cells (EPSCs). (**A**) Schematic illustration for the establishment of EPSC lines from 8-cell embryos. (**B**) Representative images of 8-cell-stage embryo 5 days after seeding (left) and established EPSCs at passage 3 (right). Scale bars: 200 μm. (**C**) Immunocytochemistry images of EPSCs. EPSCs are shown to express pluripotency markers OCT4 and NANOG, whereas extraembryonic markers EOMES and GATA4 are not expressed. Scale bars: 200 μm. (**D**) quantitative RT-PCR analysis of EPSCs and ESCs about EPSC-specific upregulated genes. Data are presented as the mean ± SD for *n* = 3 independent experiments and every dot indicates the expression value of each sample. Gapdh was used as a housekeeping gene. EPSCs displayed a strong expression of genes that are overexpressed in EPSCs compared to ESC, as previously published. Student’s *t*-test: ns, non-significant; **** *p* < 0.0001. (**E**,**F**) Immunochemistry images of XEN (**E**) and TSC populations (**F**) directly converted from EPSCs. EPSC-derived XEN cells express primitive endoderm marker SOX17 (red) without expression of pluripotency marker OCT4 (green). Scale bars: 200 μm. TSCs converted from EPSCs were shown to express EOMES and CDX2 (red), but not OCT4 (green). Nuclei were stained by DAPI (blue). Scale bars: 200 μm (EOMES), 100 μm (CDX2).

**Figure 2:**
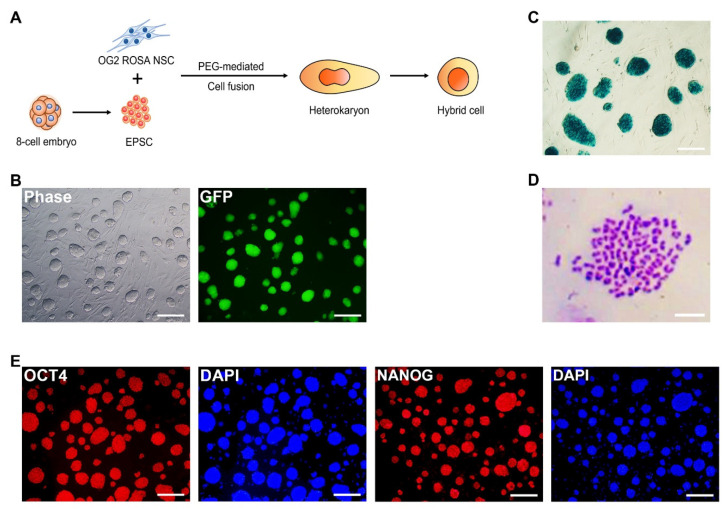

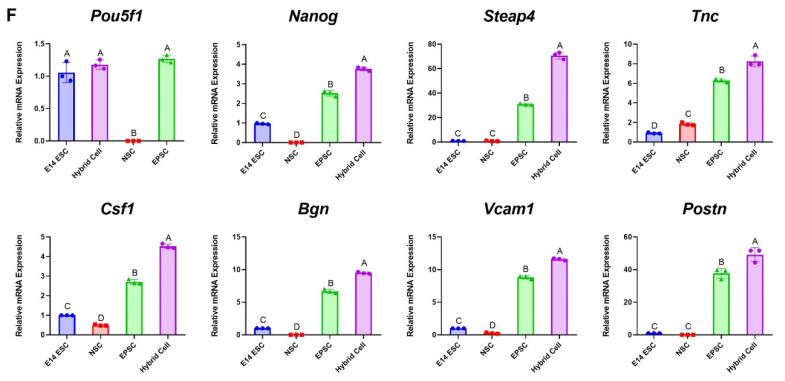
Reprogramming of NSCs by cell fusion with EPSCs and characteristics of the fusion hybrid cells. (**A**) Schematic illustration of cell-fusion-mediated reprogramming of NSCs with EPSCs. (**B**) Bright-field image (left) and fluorescence image (right) of Oc4-GFP^+^ established EPSC-NSC hybrid cells. Scale bars: 200 μm. (**C**) X-gal staining assay of EPSC-NSC hybrid cells. Scale bars: 200 μm. (**D**) Karyotype analysis showed the near-tetraploidy of EPSC-NSC hybrid cells. Scale bars: 50 μm. (**E**) Immunocytochemistry images of EPSC-NSC hybrid cells for pluripotency markers, OCT4 and NANOG (red). Nuclei were counterstained by DAPI (blue). Scale bars: 200 μm. (**F**) quantitative RT-PCR analysis of EPSC-NSC hybrid cells about EPSC-specific upregulated genes. Data are presented as the mean ± SD for *n* = 3 independent experiments and every dot indicates the expression value of each sample. Gapdh was used as a housekeeping gene. EPSC-NSC hybrid cells expressed similar level of Oct4, Nanog, Tnc, Bgn, Vcam1, and Postn to EPSCs. Hybrid cells expressed higher levels of Steap4 and Csf1 than EPSCs. EPSCs and EPSC-NSC hybrid cells showed a higher level of EPSC markers, Steap4, Tnc, Csf1, Bgn, Vcam1, and Postn. ^A–D^ Uppercase indicates significant differences among different groups at *p* < 0.0001. Data were analyzed using one-way ANOVA and Tukey’s post hoc with SAS^®^ software, version 9.4 (Institute of INC, Cary, NC, USA).

**Figure 3:**
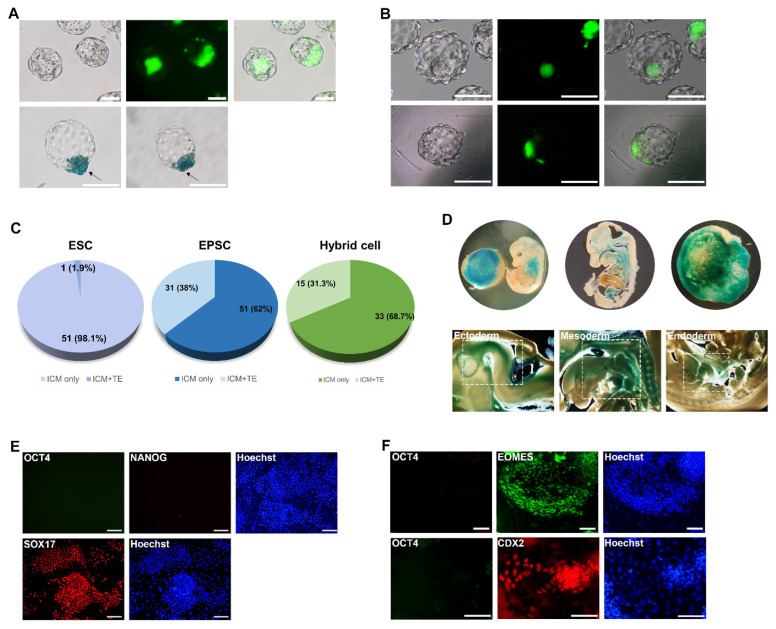
In vivo and in vitro differentiation potential of EPSC-NSC hybrid cells. (**A**) Images of chimeric blastocysts formed by aggregation of morular and EPSC-NSC hybrid cells. Bright-field and green fluorescence images (upper panel) and X-gal staining images (lower panel) of E4.5 chimeric blastocysts. Arrows indicate the X-gal-positive trophectoderm area of chimeric blastocysts. Scale bars: 100 μm. (**B**) Images of chimeric blastocysts formed by the aggregation of morular and ESCs (upper panel) or EPSCs (lower panel). ESCs and EPSCs expressing GFP ubiquitously were used for chimeric blastocyst formation to trace the cell fate. The contribution to trophectoderm was observed in chimeric blastocysts formed by EPSCs, but rarely formed by ESCs. Scale bars: 100 μm. (**C**) Contribution rate to ICM only or both ICM and trophectoderm (TE) in chimeric blastocysts formed by aggregation of ESCs, EPSCs, and EPSC-NSC hybrid cells with morula-stage embryos. (**D**) X-gal staining images of E13.5 chimeric embryos formed from chimeric blastocysts (using EPSC-NSC hybrids); entire embryo (upper left), a sectioned embryo (upper middle), and placenta (upper right). X-gal-positive cells (hybrid contribution) are shown in ectodermal, mesodermal, and endodermal tissues of the sectioned E13.5 chimeric embryos formed from chimeric blastocysts (using EPSC-NSC hybrids). Scale bars: 500 μm. (**E**,**F**) Immunocytochemistry images of XEN cells and TSC populations directly converted from EPSC-NSC hybrid cells. (**E**) XEN cells from hybrid cells express representative primitive endoderm marker SOX17 (red) without pluripotency marker OCT4 (green). Scale bars: 200 μm. (**F**) TSCs derived from hybrid cells were shown to express EOMES and CDX2 (red), but not OCT4 (green). Scale bars: 100 μm.

**Figure 4:**
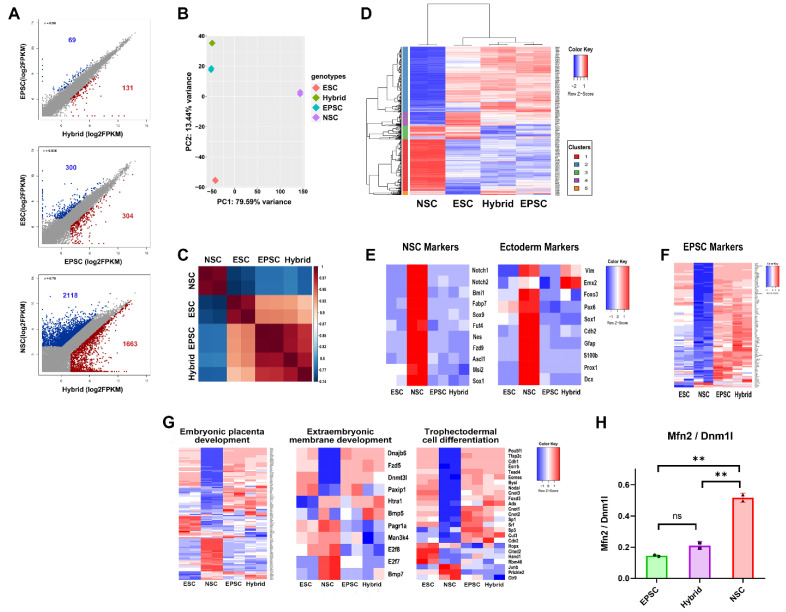
RNA sequencing analysis of ESCs, EPSCs, NSCs, and EPSC-NSC hybrid cells. (**A**) Scatter plot analysis showing the pairwise comparisons between EPSCs and hybrid cells, ESCs and EPSCs, and NSCs and hybrid cells. (**B**) Two-dimensional PCA analysis of ESCs, EPSCs, NSCs, and EPSC-NSC hybrid cells. (**C**) Correlation matrix analysis of ESCs, EPSCs, NSCs, and EPSC-NSC hybrid cells. (**D**) Hierarchical heatmap cluster of DEGs among ESCs, EPSCs, NSCs, and EPSC-NSC hybrid cells. (**E**) Heatmap of expression of ectoderm (left) and NSC marker genes (right) in ESCs, EPSCs, NSCs, and EPSC-NSC hybrid cells. (**F**) Heatmap of expression of EPSC marker genes in ESCs, EPSCs, NSCs, and EPSC-NSC hybrid cells. (**G**) Heatmap of expression of genes related to placenta development in ESCs, EPSCs, NSCs, and EPSC-NSC hybrid cells. (**H**) Ratio of *Mfn2/Dnm1l* in EPSCs, NSCs, and EPSC-NSC hybrid cells. Data are presented as the mean ± SD for *n* = 2 independent experiments and every dot indicates the expression value of each sample. Student’s *t*-test: ns, non-significant, ** *p* < 0.01.

**Figure 5:**
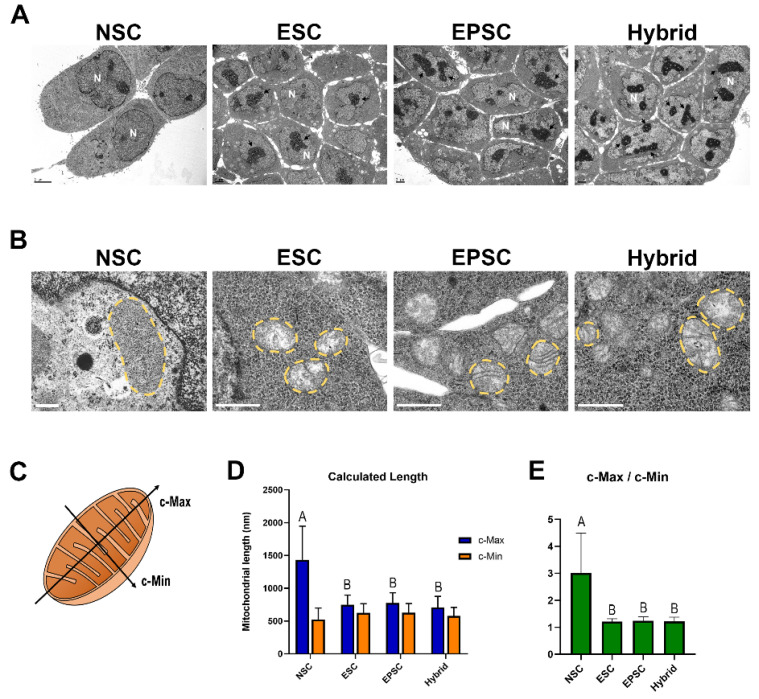
Analysis of mitochondrial morphology among ESCs, NSCs, EPSCs, and EPSC-NSC hybrid cells. (**A**) Representative images of the intracellular ultrastructure of each cell type were observed using transmission electron microscopy (TEM). Black arrows indicate the nucleoli in the nuclei of each cell type. Nuclei (N). Scale bars: 2 μm. (**B**) Representative images of mitochondria of each cell type observed through transmission electron microscopy (TEM). Yellow dotted lines indicate the morphology of mitochondria. Scale bars: 0.4 μm (NSC), 1 μm (ESCs, EPSCs, hybrid cells). (**C**) Illustration of the criteria for the measurement of mitochondrial axes’ length. (**D**) Analyzed mitochondrial length of each axis using the criteria. Data are presented as the mean ± SD for 29 independent mitochondrial samples. ^A,B^ Uppercase indicates significant differences among different groups at *p* < 0.0001. Data were analyzed using one-way ANOVA and Dunn’s post hoc with SAS^®^ software, version 9.4, (Institute of INC, Cary, NC, USA). (**E**) The ratio of the c-Max and c-Min axes of mitochondria. Data are presented as the mean ± SD for 29 independent mitochondrial samples. ^A,B^ Uppercase indicates significant differences among different groups at *p* < 0.0001. Data were analyzed using one-way ANOVA and Dunn’s post hoc with SAS^®^ software, version 9.4, (Institute of INC, Cary, NC, USA).

**Figure 6:**
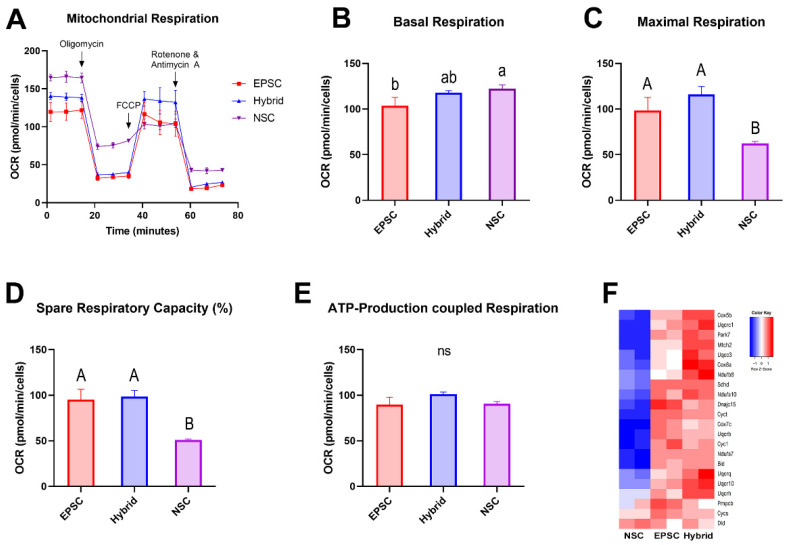
Metabolic remodeling in EPSC-NSC hybrid cells. (**A**) Measurement of oxygen consumption rate (OCR) in EPSCs, NSCs, and EPSC-NSC hybrid cells using Seahorse XFp analyzer. (**B**–**E**) Measurement of (**B**) basal respiration, (**C**) maximal respiration, (**D**) spare respiratory capacity (%), and (**E**) ATP-production-coupled respiration. Data are presented as the mean ± SD for *n* = 3 wells/group. ns, non-significant. ^A,B^ Uppercase and ^a,b^ lowercase indicate significant differences among different groups at *p* < 0.01 and *p* < 0.05. Data were analyzed using one-way ANOVA and Tukey’s post hoc with SAS^®^ software, version 9.4, (Institute of INC, Cary, NC, USA). (**F**) Heatmap of expression of genes categorized in ATP-synthesis-coupled electron transfer chain.

## Data Availability

The datasets used and analyzed during the current study are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following Supporting Information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11203266/s1, Figure S1: In vitro random differentiation of embryonic germ layers from established EPSCs; Figure S2: The phase images of neural stem cells cultured under the N2B27-LCDM condition; Figure S3: Differentiational potency of EPSC-NSC hybrid cells in vivo and in vitro; Figure S4: GO:BP terms of differentially expressed genes among ESC, NSC, EPSC, and EPSC-NSC hybrid cells; Figure S5: Heatmap of expression of ectoderm and NSC marker genes; Figure S6: Heatmap of expression of genes related to placenta development; Figure S7: Heatmap of expression of genes categorized in ATP-synthesis-coupled electron transfer chain; Figure S8: Glycolytic function analysis of EPSCs, NSCs, and EPSC-NSC hybrid cells; Table S1: Primer sets used for real-time RT-PCR.

# Supplementary material for: Developmental Potency and Metabolic Traits of Extended Pluripotency Are Faithfully Transferred to Somatic Cells via Cell Fusion-Induced Reprogramming
**Source:** Cells. 2022 Oct 17;11(20):3266. doi: 10.3390/cells11203266
**Supplement:** Supplementary file 1

## Supplementary Materials

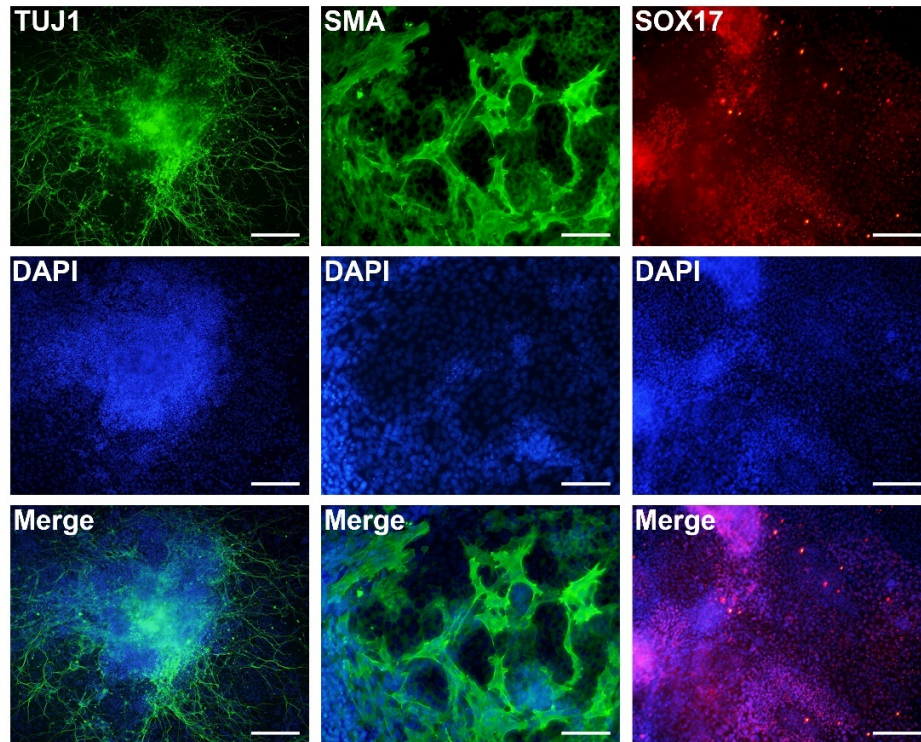

**Figure S1. *In vitro* random differentiation of embryonic germ layer from established EPSCs.** Immunofluorescence images of TUJ1 (ectodermal), SMA (mesodermal), and SOX17 (endodermal) markers in randomly differentiated EPSCs. Nuclei were stained by DAPI. Scale bars: 200  $\mu\text{m}$  (TUJ1, SOX17), 100  $\mu\text{m}$  (SMA)

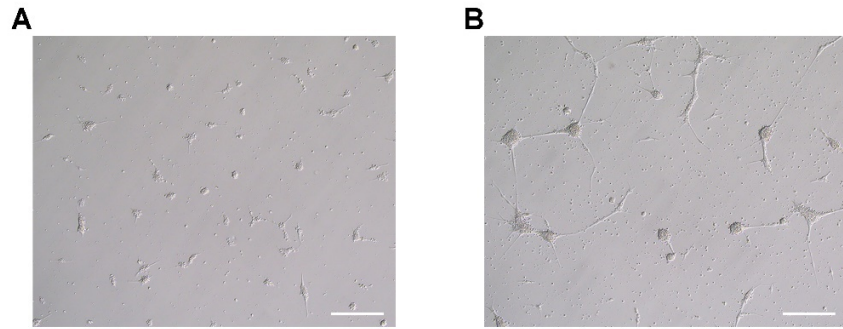

**Figure S2. The phase images of neural stem cells cultured under the N2B27-LCDM condition.**

(A) Bright-field images of NSCs on day 2 after being seeded in N2B27-LCDM medium. Scale bars: 200  $\mu\text{m}$  (B) Bright-field images of NSCs on day 2 after changing culture condition to N2B27-LCDM at confluency  $> 70\%$ . Scale bars: 200  $\mu\text{m}$

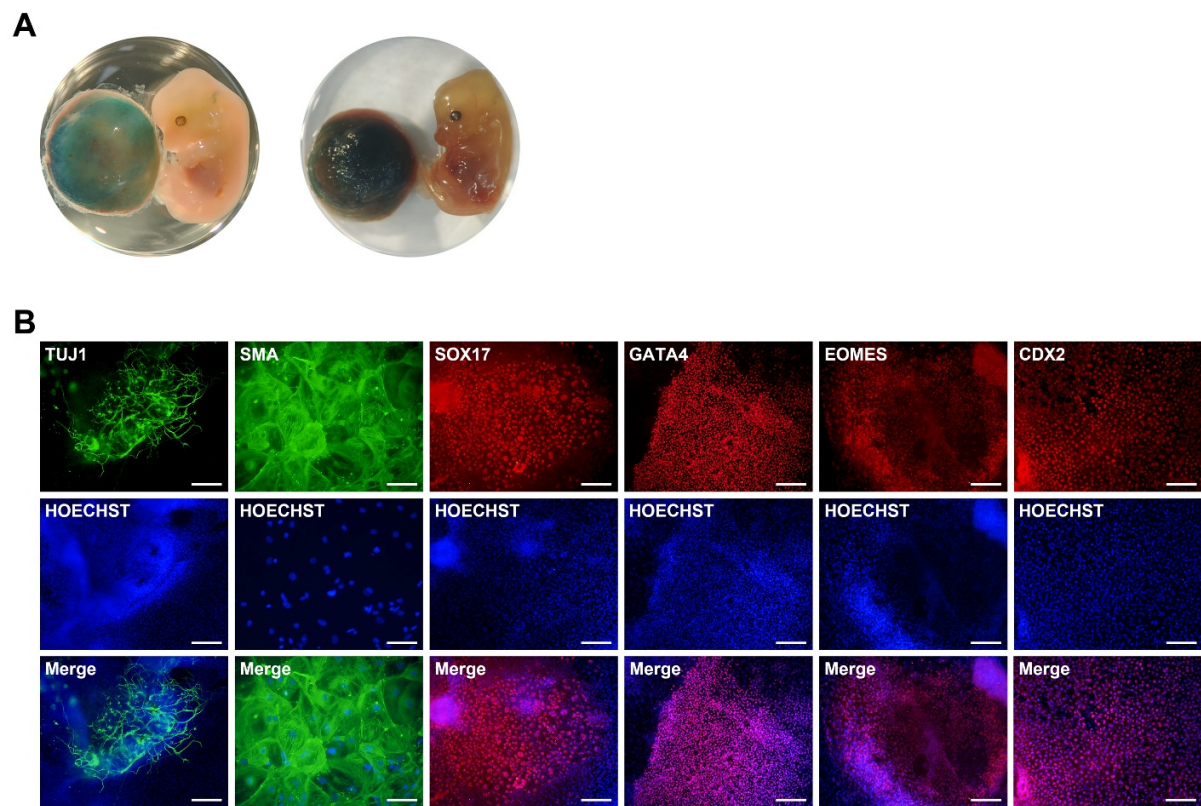

**Figure S3. Differentiation potency of EPSC-NSC hybrid cells in vivo and in vitro**

(A) X-gal staining results of chimeric E13.5 mouse embryo after transfer to the uterus of pseudo-pregnant mouse (B) Immunofluorescence images of TUJ1 (ectodermal), SMA (mesodermal), SOX17 (endodermal), GATA4 (extraembryonic endodermal), EOMES, and CDX2 (trophectodermal) markers in randomly differentiated hybrid cells. Nuclei were stained by Hoechst. Scale bars: 200  $\mu\text{m}$  (TUJ1, SOX17, GATA4, EOMES, CDX2), 100  $\mu\text{m}$  (SMA)

A

## GO : BP

EPSC up genes (304 genes) compared to ESC

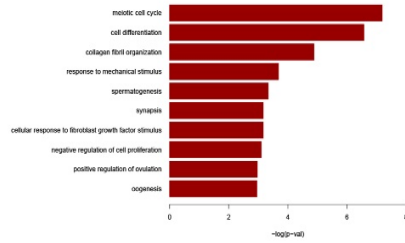

EPSC down genes (300 genes) compared to ESC

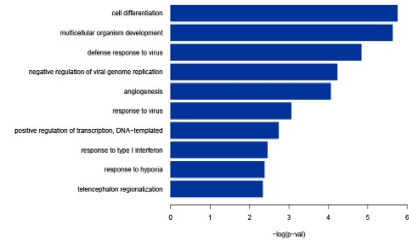

Hybrid cell up genes (470 genes) compared to ESC

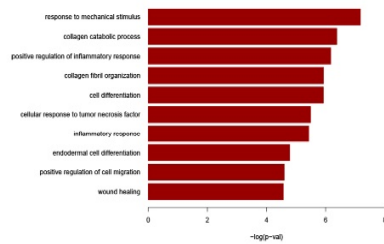

Hybrid cell down genes (382 genes) compared to ESC

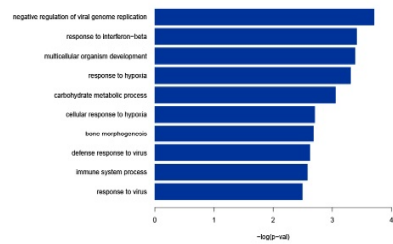

B

Hierarchical cluster  
GO : BP

Cluster 1 (720 genes)

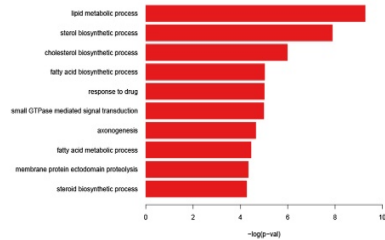

Cluster 2 (914 genes)

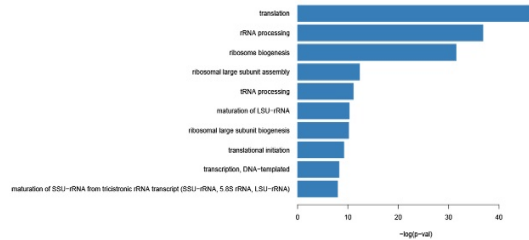

Cluster 3 (191 genes)

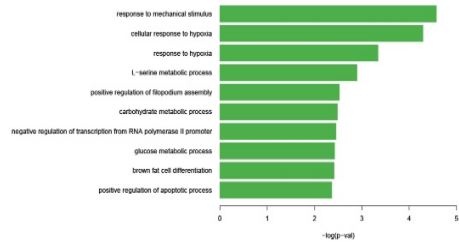

Cluster 4 (190 genes)

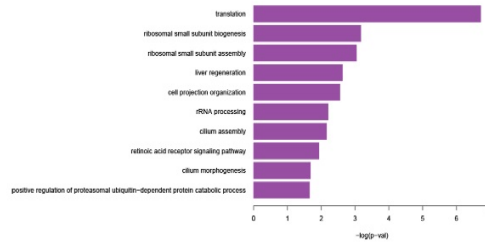

Cluster 5 (55 genes)

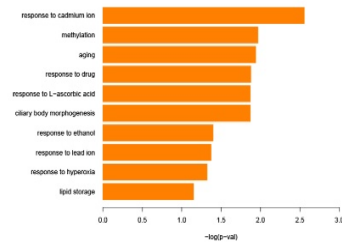

**Figure S4. GO:BP terms of differentially expressed genes between ESC, NSC, EPSC, and EPSC-NSC hybrid cell.**

(A) Gene Ontology: Biological Process (GO:BP) analysis of Principle Component Analysis (PCA) between EPSCs and ESCs (top), hybrid cells and ESCs (bottom) (B) Gene Ontology: Biological Process (GO:BP) analysis of 1–6 enriched clusters of differentially expressed genes (DEGs) of ESCs, EPSCs, NSCs, and hybrid cells. Cluster 1 (upregulated in NSCs), cluster 2 (upregulated in EPSCs and hybrid cells), cluster 3 (downregulated in EPSCs and hybrid cells), cluster 4 (upregulated in ESCs), and cluster 5 (downregulated in ESCs) were analyzed.

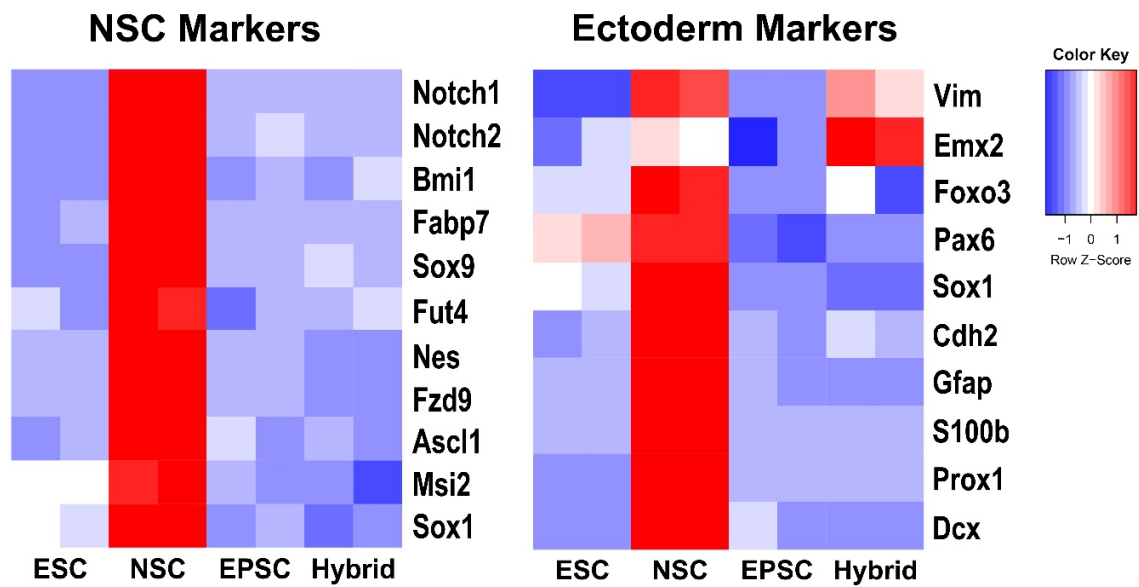

**Figure S5. Heatmap of expression of ectoderm and NSC marker genes in ESCs, NSCs, EPSCs, and EPSC-NSC Hybrid cells**

Heatmap of expression of ectoderm (left) and NSC (right) marker genes in ESCs, NSCs, EPSCs, and EPSC-NSC hybrid cells

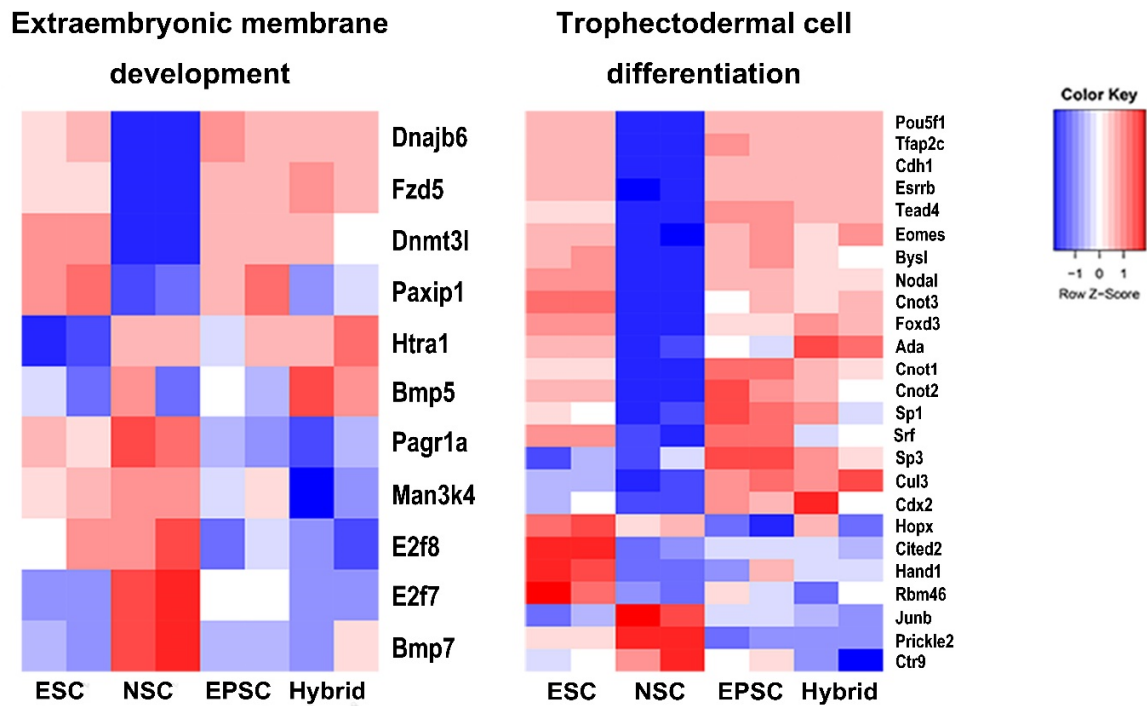

**Figure S6. Heatmap of expression of genes related to placenta development in ESCs, NSCs, EPSCs, and EPSC-NSC Hybrid cells**

Heatmap of expression of genes categorized in extraembryonic membrane development (left) and trophoctodermal cell differentiation (right) in ESCs, NSCs, EPSCs, and EPSC-NSC hybrid cells

## Mitochondrial ATP synthesis-coupled

### Electron Transport chain

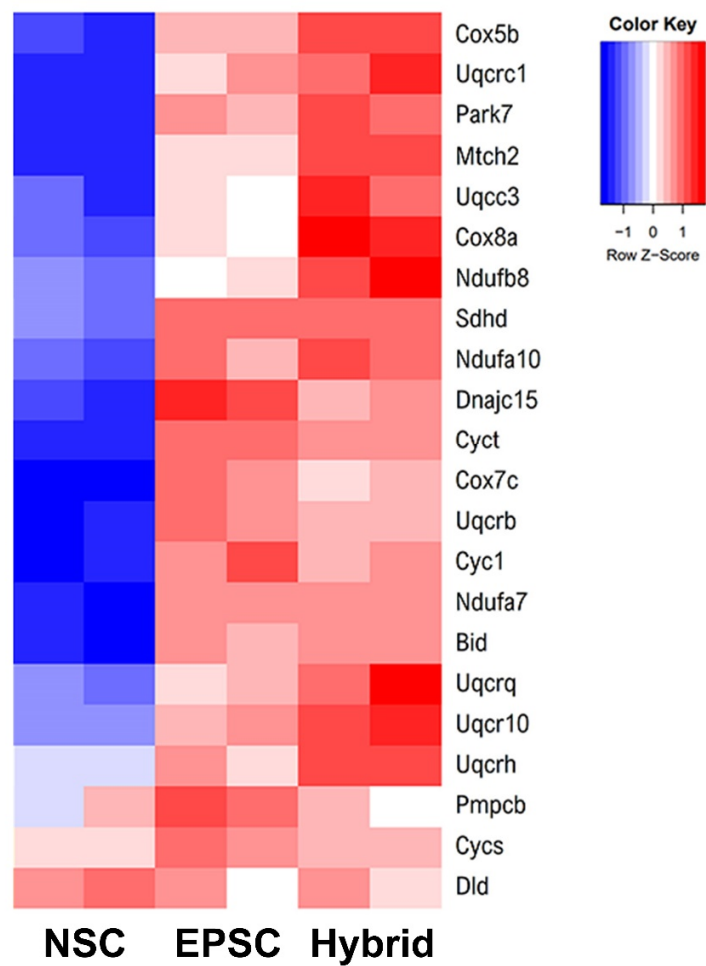

**Figure S7. Heatmap of expression of genes categorized in mitochondrial ATP synthesis-coupled electron transport chain in NSCs, EPSCs, and EPSC-NSC Hybrid cells**

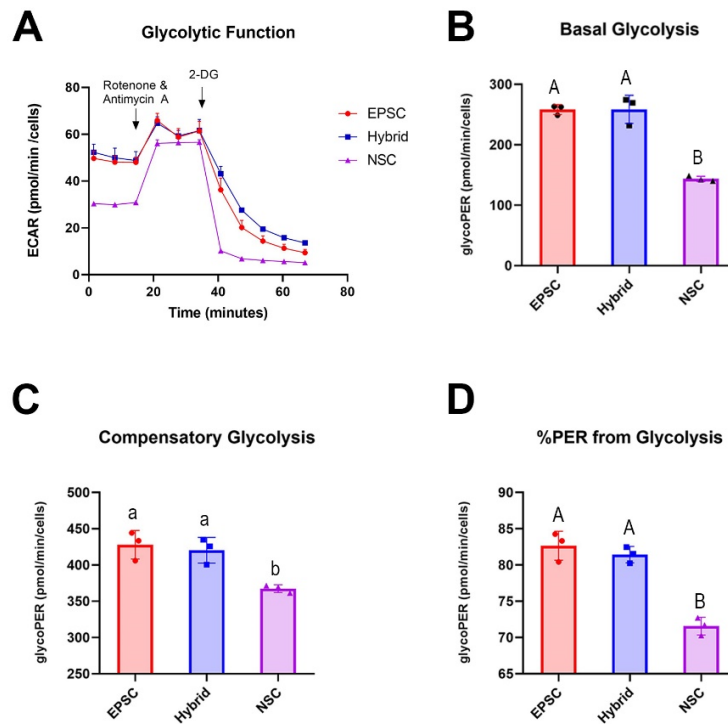

**Figure S8. Glycolytic function of EPSC, NSC, and EPSC-NSC hybrid cell**

(A) Measurement of extracellular acidification rate (ECAR) in EPSC, NSC, and EPSC-NSC hybrid cells. Measurement of (B) basal glycolysis, (C) compensatory glycolysis, and (D) % of proton efflux rate (PER) from glycolysis. Data are presented as mean  $\pm$  SD for  $n=3$  wells/group. <sup>A-B</sup> Uppercase and <sup>a-b</sup> lowercase indicate significant differences among different groups at  $p<0.001$  and  $p<0.01$ . Data were analyzed using One-way ANOVA and Tukey's post hoc with SAS® software, version 9.4, (Institute of INC, North Carolina, USA).

**Table S1. Primer sets used for real-time RT-PCR**

| Gene names      | Sequence                             |
|-----------------|--------------------------------------|
| <i>Pou5f1_F</i> | 5' GAT GCT GTG AGC CAA GGC AAG 3'    |
| <i>Pou5f1_R</i> | 5' GGC TCC TGA TCA ACA GCA TCA C 3'  |
| <i>Nanog_F</i>  | 5' CTT TCA CCT ATT AAG GTG CTT GC 3' |
| <i>Nanog_R</i>  | 5' TGG CAT CGG TTC ATC ATG GTA C 3'  |
| <i>Steap4_F</i> | 5' GGG AAG TCA CTG GGA TTG AAA A 3'  |
| <i>Steap4_R</i> | 5' CCG AAT AGC TCA GGA CCT CTG 3'    |
| <i>Tnc_F</i>    | 5' ACG GCT ACC ACA GAA GCT G 3'      |
| <i>Tnc_R</i>    | 5' ATG GCT GTT GTT GCT ATG GCA 3'    |
| <i>Csf1_F</i>   | 5' ATG AGC AGG AGT ATT GCC AAG G 3'  |
| <i>Csf1_R</i>   | 5' TCC ATT CCC AAT CAT GTG GCT A 3'  |
| <i>Bgn_F</i>    | 5' TGC CAT GTG TCC TTT CGG TT 3'     |
| <i>Bgn_R</i>    | 5' CAG GTC TAG CAG TGT GGT GTC 3'    |
| <i>Vcam1_F</i>  | 5' AGT TGG GGA TTC GGT TGT TCT 3'    |
| <i>Vcam1_R</i>  | 5' CCC CTC ATT CCT TAC CAC CC 3'     |
| <i>Postn_F</i>  | 5' CGA TGT CTC GAA GCT GAG AG 3'     |
| <i>Postn_R</i>  | 5' ACC ATG TGG CTG TGT AAG G 3'      |
| <i>Esrp1_F</i>  | 5' CAA GCT GGG TTC GGA TGA GAA 3'    |
| <i>Esrp1_R</i>  | 5' AGG TTT TCG GCG TCT ATT TTA GT 3' |
| <i>Gapdh_F</i>  | 5' GAT GCT GTG AGC CAA GGC AAG 3'    |
| <i>Gapdh_R</i>  | 5' GGC TCC TGA TCA ACA GCA TCA C 3'  |

How the deposited data were processed for this re-analysis (not part of the article)

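RNA sequencing covered 8 libraries, 2 each of E14 ESCs, OG2/ROSA26 NSCs, EPSCs, and EPSC-NSC hybrid cells. The authors prepared poly-A libraries, trimmed the reads with skewer 0.2.2, aligned them to the mouse genome with STAR 2.7.9a, and quantified genes with Cuffnorm of Cufflinks 2.2.1. They deposited FPKM for each gene and library, and replicates were not pooled. The paper's text does not name the gene annotation, the strand setting, or the library normalization of Cuffnorm. The columns were mapped to groups by their labels, and 0 columns belonged to other samples. Of the 24354 gene symbols, 24235 (99.51%) were matched to RefSeq genes of GRCm38 for positions and gene types, and GENCODE M21 was used for transcript lengths. Genes of the mitochondrial genome were not among the symbols.

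Scripts were run with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1) and R 4.3.3 (limma 3.58.1). Groups were compared by the rule in the paper's methods, applied as a mean FPKM over 3 in the higher group and a ratio of the group means over 3, with nothing added to the means. They were also compared with limma (lmFit, contrasts, and eBayes with trend) on log2(FPKM + 1), with the 4 groups in one fit of 8 libraries, 4 residual degrees of freedom, and 3.25 prior degrees of freedom. This test covered the 13239 genes with a mean FPKM of at least 1 in at least 1 group, was two-sided, and called genes at a Benjamini-Hochberg adjusted p under 0.05. Gene families were tested with camera of limma at an inter-gene correlation of 0.01, and 10 tests of family and comparison were adjusted together, as were the 3 tests of fibroblast markers. Ratios of genes were compared with an exact permutation test, whose smallest two-sided p is 0.333 for 2 libraries against 2. Counts of genes were compared with Fisher's exact test.

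Principal components, correlations, and distances were computed on log2(FPKM + 1) over the 19144 genes with a nonzero value. Heat-map genes had FPKM over 3 in every library and a change over 3-fold between any 2 libraries, and were divided into 5 clusters by complete linkage of row z-scores. The pairing of libraries comes from the replicate numbers in their labels alone. The paper names no pairing, so the replicate number was not part of the main model, and each limma result was also computed with it as a block.

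By the rule set before the data were examined, the text was to name every gene that the paper names in its text or that is legible in Figures 4E, 4G, 6F, S5, S6, and S7. This was not carried through, since many of these genes are only counted within their list, and those given with values were picked after the values were seen. For hybrid cells against EPSCs, the text names the 5 genes with the largest log2 fold change in each direction among those that passed both the paper's rule and limma and whose libraries did not overlap. For NSC genes held above the EPSC level, it names the 5 with the highest mean in hybrid cells. It also names members of gene lists that were written before the data were examined. Genes named outside this rule are marked as such.

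Read counts and depths were not part of the deposited values. The depth was derived from the steps between FPKM values and lay between 22.0 and 32.8 in units of 1000000 fragments, and this derivation assumed a fragment length of 200 nucleotides. With 2 libraries of one line per group, the spread describes repeated libraries, and no group could be split or tested for single deviating libraries.

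The limma model was tested on simulated data with 2 libraries per group. Of 200 genes made to change, 194 were called, together with 15 unchanged genes (7.18% of the calls), and all 100 genes changed by a log2 value of 2 were called. The changed genes were 200 of 13239, had a mean log2 value over 2, and none changed by less than 2-fold. Smaller changes, which are most of the calls between hybrid cells and EPSCs, were thus not covered. Noise was independent between libraries, so shared deviations were not covered either. The rules based on group means were checked on simulated data of 6000 genes, where every planted gene was found and none was found wrongly. Genes were planted with 5-fold changes and little noise, well past the 3-fold threshold. This outcome therefore checks the coding of the rules and not their behaviour near the threshold. Alternatives covered the thresholds, the added constant, the filter on low values, scaling to a sum of 1000000, quantile normalization, the groups in the fit, the replicate block, the linkage, and each library left out in turn. GO enrichment was not rerun, and the gene labels of Figure 4D, Figure 4F, and the placenta heat map of Figure 4G are not legible, so these lists were left out.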

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

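The comparisons of fibroblast markers in EPSCs and in hybrid cells with ESCs were set before the data were examined, and all other tests in this part were chosen only after the result was seen. For the replicate block, deviations of libraries with the same replicate number had a correlation of 0.28 between hybrid cells and EPSCs, 0.03 between ESCs and hybrid cells, and 0.06 between ESCs and EPSCs.

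Markers of fibroblasts, which the paper does not discuss, were higher in hybrid cells than in EPSCs. Of 21 markers listed before the data were examined, 18 were tested, all 18 were higher, and limma called 17 of them. Their median log2 fold change was 1.36 (adjusted p = 9.2e-11, 1.8e-10 with the replicate block, 6.9e-11 to 8.7e-10 over the alternatives, from camera of limma with Benjamini-Hochberg adjustment over the 3 comparisons of these markers), and it was 1.43 with FPKM scaled to a sum of 1000000 per library and 1.29 after quantile normalization. Their median level was 16.9 ± 2.69 FPKM (SD, n = 2) in hybrid cells, 4.76 ± 0.314 in EPSCs, 1.01 ± 0.0971 in ESCs, and 0.169 ± 0.0162 in NSCs, the one culture without feeder cells. RNA of feeder fibroblasts could account for this and for part of the rise of the EPSC-specific genes Steap4, Tnc, Csf1, Bgn, Vcam1, and Postn. Against ESCs, the markers rose by a median of 1.14 in EPSCs (16 of 18 genes, adjusted p = 9.4e-06, 1.1e-05 with the block, 1.6e-06 to 1.1e-05 over the alternatives, from the same camera test of limma with Benjamini-Hochberg adjustment), where the 6 EPSC-specific genes rose by 1.47. In hybrid cells they rose by 2.49 (18 of 18 genes, limma with Benjamini-Hochberg adjusted p = 1.7e-09, 2.8e-09 with the block, 2.1e-10 to 3.2e-09 over the alternatives), where the 6 genes rose by 2.83. If the share of feeder RNA differed between libraries of a group, both lists would differ in parallel. Between hybrid cell replicates 1 and 2, the markers differed by a median log2 value of 0.36 (18 of 18 genes in one direction) and the 6 genes by 0.43, against 0.01 for all genes. Tnc, Csf1, Bgn, Vcam1, and Postn were higher in replicate 1, but Steap4 was slightly higher in replicate 2. The log2 fold change of Steap4 against EPSCs was 1.063 without replicate 2 and 1.145 without replicate 1. Steap4 thus did not follow the parallel difference. Between the EPSC replicates, the markers differed by −0.006148 (10 of 18 genes in one direction), which is too small to decide. A biological explanation is that EPSCs and hybrid cells express these genes themselves. The pattern cannot be told apart from feeder RNA, since the number of feeder cells in each culture is not in the values examined.

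Genes of the Zscan4 family, which the paper does not discuss, were higher in hybrid cells and EPSCs than in ESCs. They were on a list written before the data were examined, and the comparison was picked after their values were seen. Zscan4d, on chromosome 7 of GRCm38, was at 9.36 ± 1.71 FPKM (SD, n = 2) in hybrid cells, 5.19 ± 2.82 in EPSCs, and 0.222 ± 0.000977 in ESCs, and was listed at 0 in NSCs. Between hybrid cells and ESCs, the log2 fold change of Zscan4d was 3.07 (standard error 0.28, adjusted p = 7.0e-05 from limma with Benjamini-Hochberg adjustment, 5.0e-05 with the replicate block, 1.8e-05 to 0.000534 over the alternatives). Zscan4c was at 10.3 FPKM in hybrid cells and 0.383 in ESCs, and Zscan4f at 5.04 and 0.172. Depth does not account for it, since the ESC libraries were deeper than the hybrid cell libraries by a factor of 1.34. The 5 Zscan4 genes listed are near-identical copies that can share reads, so the values cannot say which copy was expressed. The rise may reflect the culture condition or the lines, and these cannot be told apart with one line per group.

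Peg10, an imprinted gene that the paper does not discuss, was lower in hybrid cells than in both parental lines. Between hybrid cells and EPSCs, it had a log2 fold change of −2.33 (standard error 0.26, adjusted p = 0.000672 from limma with Benjamini-Hochberg adjustment, 0.000689 with the replicate block, 0.000558 to 0.0239 over the alternatives), and both hybrid cell libraries lay below both EPSC libraries. A shift of all imprinted genes was tested on a list of them. The median log2 fold change of 20 imprinted genes was −0.38, with 14 lower and 6 higher in hybrid cells. Peg10 was picked for its large change, and the listed genes moved both ways. This median therefore cannot decide whether a shift of imprinted genes contributes. A loss of expression in this hybrid line is a hypothesis that could be tested only with further hybrid lines, and shared reads or a variant of the gene were not tested.

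Kdm5d, a gene of the Y chromosome that the paper does not discuss, was almost absent from ESCs. It was at 0.0184 ± 0.00115 FPKM (SD, n = 2) in ESCs, 7.24 ± 0.514 in EPSCs, 9.73 ± 0.113 in NSCs, and 3.76 ± 0.282 in hybrid cells. From ESCs to EPSCs, Kdm5d rose by a log2 fold change of 3.01 (standard error 0.08, adjusted p = 1.2e-06 from limma with Benjamini-Hochberg adjustment, 3.2e-06 with the replicate block, 2.1e-07 to 0.000511 over the alternatives). A loss of the Y chromosome in ESCs would lower the other genes of the Y chromosome too. The median log2 fold change of Ddx3y, Uty, and Eif2s3y between EPSCs and ESCs was −0.57, so these genes were not lower in ESCs. A deletion or silencing limited to Kdm5d in the E14 line may remain, and a strain variant was not tested.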

How the results depend on the processing

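Alternatives were set before the data were examined, except those for the genes shared against ESCs, the genes outside both parental lines, the heat-map patterns, the genes of Figure S6 called by limma, the hybrid position, the fibroblast markers, and single genes, which were chosen after seeing the data. A further exception was the count of heat-map genes with 0.1 FPKM added before the ratio. Another was the odds ratio of NSC genes with the other genes chosen without their hybrid level. For each change given here, the cause was not tested unless stated.

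The text reports 54 results that answer a comparison, with 235 alternatives. Counts were compared by their total, within 1.5 times, and not by their split into higher and lower genes. By this measure for counts, by the replicate SD for values, and by direction and threshold for tests, 25 results did not change under the alternatives. A tested median can thus change in size and still count as unchanged, as for the ribosomal protein genes against NSCs. Quantile normalization lowered their median log2 fold change from 1.505 to 0.33 in EPSCs and from 1.575 to 0.39 in hybrid cells. Of these 25, 13 were also computed with each library left out, where 9 did not change and 4 moved, the ribosomal protein and cholesterol biosynthesis genes in hybrid cells against NSCs and the antiviral genes in EPSCs and in hybrid cells against ESCs. With a library left out, these medians were judged by the replicate SD and not by direction and threshold. A shift from 1.575 to 1.559 for the ribosomal protein genes in hybrid cells therefore counted as a move. In the other 29, 40 alternatives moved a value or count, 4 reversed a direction, 4 made a result pass its threshold, and 5 made it miss its threshold or lowered the count of called genes by over 1.5 times. Of the 158 values with a library left out, 142 did not change, 11 moved, and 5 missed the threshold. Single genes gave 46 results, of which 40 did not change in direction or side of the threshold under the alternatives, and 39 also did not change in direction with a library left out, the exception being Dnm1l in hybrid cells against EPSCs. Of their 320 alternatives, 1 was reversed, 4 were weaker, and 4 were stronger, and of their 184 values with a library left out, 2 were reversed.

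The split changed in results whose total did not. Of the electron transport genes, 21 were called higher and 0 lower in EPSCs against NSCs, but 10 higher and 8 lower with FPKM scaled to a sum of 1000000 per library and 11 higher and 6 lower after quantile normalization. In hybrid cells against NSCs, 19 were called higher and 0 lower, but 13 and 5 with this scaling and 12 and 4 after quantile normalization. Fits of limma with a library left out were not run, since they leave a group with 1 library.

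With thresholds of 2 for FPKM and fold change, the genes that passed the paper's rule were 759 for hybrid cells against EPSCs, 6355 for hybrid cells against NSCs, 1722 for EPSCs against ESCs, 2176 for hybrid cells against ESCs, and 6256 for EPSCs against NSCs. Higher than ESCs in both EPSCs and hybrid cells were then 567 genes, and lower in both were 638. The NSC genes held above the EPSC level in hybrid cells were 167, and the heat-map genes 5088. With 1 FPKM added to both means, the rule gave 117 genes for hybrid cells against EPSCs and 414 for EPSCs against ESCs. When every library of one group had to be over 3 times every library of the other, it gave 94 genes for hybrid cells against EPSCs, and 13 held NSC genes. The odds ratio of NSC genes against other genes for this rise was 1.02, and 2.17 when the other genes were chosen without their hybrid level, an alternative chosen after seeing the data (Fisher's exact test, two-sided, p = 0.914 and 0.00230), and EPSC values that are low by chance favour NSC genes in both. With FPKM over 3 in at least 1 library, the heat-map genes were 5720.

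When only hybrid cells and EPSCs were fitted, limma called 2811 genes against 5881 with all groups, and 1 extraembryonic membrane gene and 5 trophectoderm genes against 4 and 8. In this fit, Csf1, Esrp1, and Mfn2 were no longer called between hybrid cells and EPSCs (adjusted p = 0.0554, 0.0527, and 0.0739 from limma with Benjamini-Hochberg adjustment, the highest of their alternatives, which start at 0.00520, 0.00235, and 0.00579).

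Scaling FPKM to a sum of 1000000 per library, which moved the median of all genes against NSCs to −0.48 in EPSCs and −0.51 in hybrid cells, reversed the OXPHOS genes to −0.16 in EPSCs and −0.15 in hybrid cells against NSCs. Quantile normalization reversed them to −0.08394 and −0.08037, and lowered their rise in EPSCs against ESCs to 0.06145, no longer past the threshold. Dld, not called against NSCs with FPKM as deposited, was called lower in EPSCs and hybrid cells with this scaling (−0.71 and −0.68) and after quantile normalization (−0.42 and −0.37). Scaling to a sum also reversed Dnm1l in EPSCs against NSCs to −0.20, which follows the shift of all genes. It gave 48 held NSC genes, 23 genes below both parental lines by the paper's rule against 12, and 222 and 870 heat-map genes with EPSCs and hybrid cells above and below the other groups. The share of genes higher against NSCs fell in hybrid cells from 43.8% to 27.3% by the rule and from 51.5% to 34.5% in limma, and in EPSCs from 42.8% to 26.7% and from 52.4% to 35.1%. After quantile normalization, the share in limma was 52.05% in hybrid cells and 52.7% in EPSCs. The rise of collagen genes in EPSCs against ESCs passed the threshold with 0.1 added before the logarithm (0.71), with this scaling (0.29), and after quantile normalization (0.23).

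With genes scaled to unit variance, the first and second principal component held 53.9% and 22.1% of the variance, and with the 500 most variable genes the second held 8.76%. The mean correlation of hybrid cells and EPSCs was 0.9732 with Spearman's rho, 0.9803 with 0.1 added, 0.9728 over the 13239 tested genes, and 0.9744 without logarithm. In the same order, it was 0.9527, 0.9611, 0.9453, and 0.9327 for EPSCs and ESCs, 0.9417, 0.9493, 0.9283, and 0.9212 for hybrid cells and ESCs, and 0.7934, 0.8028, 0.6685, and 0.7736 for hybrid cells and NSCs. Of the heat-map clusters, the largest held 658 genes with Ward's linkage, and the smallest held 19 genes with z-scores of untransformed FPKM and 1 gene with average linkage.

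Of the 11 extraembryonic membrane genes, 9 were nearer to EPSCs than to ESCs in hybrid cells with FPKM scaled to a sum of 1000000, and 9 to 10 with each library left out, against 10. With 9 genes, the sign test does not pass its threshold.

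With each library left out in turn, the median log2 fold change against NSCs in hybrid cells lay between 0.47 and 0.50 for the OXPHOS genes, between 1.56 and 1.58 for the ribosomal protein genes, and between −1.55 and −1.49 for the cholesterol biosynthesis genes. Against ESCs, it lay between 0.21 and 0.30 for the collagen genes and between −1.29 and −1.18 for the antiviral genes in EPSCs, and between −0.89 and −0.77 for the antiviral genes in hybrid cells. The log2 fold change of Dnm1l between hybrid cells and EPSCs lay between −0.15 and 0.02, with 2 of the 4 values reversed, at 0.02006 and 0.0166.

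The depth limits statements on genes near 0. For S100b and Dcx, listed at 0 in both hybrid cell libraries, 3 fragments on a 2-kb transcript correspond to 0.0692 and 0.0733 FPKM, so lower levels could not be detected.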

Differences from the paper's values

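Clusters of the heat map were paired by their rank in size and not by their pattern. At rank 4, the paper's cluster held 190 genes and the one here 94. The legend of Figure S4 describes the paper's cluster of 190 genes as raised in ESCs and that of 55 as lowered in ESCs. Here the cluster of 94 genes was lowest in ESCs and that of 72 highest in ESCs. By pattern, 72 genes thus stand against the paper's 190, and 94 against its 55. Of the alternatives set before the data were examined, Ward's linkage gave 262 genes at rank 4, within 1.5 times the paper's number. Its cluster at rank 3, however, held 538 genes against the paper's 191. Row z-scores of untransformed FPKM gave 50 genes at rank 4, and average linkage gave 71. A distance of 1 minus Pearson's r gave 94 genes, and this setting cannot change complete linkage of z-scores. None of these alternatives came within 1.5 times the paper's number at every rank.

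With clusters paired by rank in size, the other counts did not differ from the paper's by over 1.5 times. Paired by pattern, the clusters highest and lowest in ESCs did, at 72 genes against 190 and 94 against 55. With 0.1 FPKM added to both means, an alternative set before the data were examined, the rule in the paper's methods gave 200 genes between hybrid cells and EPSCs (131 higher and 69 lower in hybrid cells), 3781 between hybrid cells and NSCs, 604 between EPSCs and ESCs (304 higher and 300 lower), and 470 higher and 382 lower genes between hybrid cells and ESCs, which are the paper's numbers. With 0.1 FPKM added before the ratio, 2070 heat-map genes were selected, the paper's number, and this alternative was chosen after seeing the values. With thresholds of 2, which the paper's text gives beside these counts, the rule gave 759, 6355, and 1722 genes against the paper's 200, 3781, and 604.

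On its qPCR data, the paper states that the EPSC-specific genes were lower in NSCs than in EPSCs. In the sequencing data, Tnc was at 264 FPKM in NSCs and 24.2 in EPSCs, Csf1 at 11.2 and 2.99, and Vcam1 at 9.81 and 1.06. For hybrid cells and EPSCs, the paper's text gives both similar levels and higher levels in hybrid cells, and the legend of Figure 2 describes Tnc, Bgn, Vcam1, and Postn as similar, whereas here their log2 fold changes between hybrid cells and EPSCs were 1.37, 1.36, 1.41, and 1.62.

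The paper states that NSC and early ectoderm markers were no longer expressed in hybrid cells. Here Vim was at 599.7 FPKM, Msi2 at 11.6, Notch1 at 11.3, and Foxo3 at 7.34 in hybrid cells. Msi2, Notch1, and Foxo3 were near their level in EPSCs, so their expression need not be left over from NSCs. Vim was higher in hybrid cells than in EPSCs, with a log2 fold change of 1.01. Whether this Vim expression was left over from NSCs or had another source, such as feeder RNA, was not tested.

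The paper describes the Mfn2/Dnm1l ratio of hybrid cells as similar to that of EPSCs and names it non-significant in Figure 4H. Here it was 0.228 and 0.192 in the hybrid cell libraries and 0.141 and 0.148 in the EPSC libraries. The group means read from Figure 4H were close to the means computed here for hybrid cells, EPSCs, and NSCs. The difference therefore lies in the description as similar and not in the values.

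For genes of trophectodermal differentiation, the paper describes EPSCs and hybrid cells as alike. Here hybrid cells were nearer to EPSCs for 13 of 25 genes and nearer to ESCs for 12, and the first count lay between 12 and 15 over the alternatives. By limma, fewer of the 22 genes tested were called between hybrid cells and EPSCs (8) than between hybrid cells and ESCs (14).

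The paper reports collagen fibril organization as raised in EPSCs against ESCs. The collagen genes, tested here as a family, had a median log2 fold change of 0.22 with an adjusted p of 0.0643 from camera of limma with Benjamini-Hochberg adjustment. The alternatives set before the data were examined gave adjusted p from 0.0224 to 0.0704, and 0.1 added before the logarithm, scaling to a sum of 1000000, and quantile normalization were below 0.05.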

Other observations

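In this part, the tests on unfused NSCs, on the share of higher genes after quantile normalization, and on the scaling behind the electron transport genes were set before the data were examined, and the other tests were chosen only after the result was seen. Since each group has 2 libraries, no other splits of the libraries were counted. Where the replicate block is given, deviations of libraries with the same number had a correlation of 0.06 for ESCs and EPSCs.

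Hybrid cells held 27 NSC genes above the EPSC level. Unfused NSCs in the hybrid culture would give all NSC genes a common fraction of their NSC level. Over 232 genes with a mean FPKM over 3 in NSCs and under 0.1 in EPSCs, the median hybrid level was 0.437% of the NSC level, so unfused NSCs are unlikely to account for the held genes. A strain variant against the reference in the other lines could raise a gene or a near-identical copy of it in every line except EPSCs. Of the 27 genes, 8 (29.6%) were over 3 times the EPSC level in ESCs too, against 78 (3.63%) of the 2151 other NSC genes (Fisher's exact test, two-sided, p = 5.1e-06). These were Eno1b, Gm4737, AA465934, Gm8615, AI506816, Osbpl10, Gm5801, and Gm8801, which have in common that EPSCs alone are low. Both conditions use the same EPSC level, so low EPSC values alone could give part of this excess. Among the 27, 5 genes (18.5%) have no protein-coding entry, Gm8615, AA465934, AI506816, Gm5801, and Gm8801, against 56 (2.60%) of the other NSC genes (Fisher's exact test, two-sided, p = 0.000734), and gene values alone cannot show whether their reads are shared with other copies. A further 3 genes, Prrx1, Csf1, and Vcam1, are on the lists of fibroblast markers and EPSC-specific genes, so RNA of feeder fibroblasts is a candidate source for them. AI506816, Osbpl10, Gm5801, Gm8801, and Prrx1 were named after their values were seen. For the remaining genes, a memory of NSC expression is a hypothesis that was not tested further.

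More genes were higher than lower in hybrid cells against EPSCs by the paper's rule, 65.4% of 211 genes. After quantile normalization it was 59.1% of 203 genes, so scaling between libraries is unlikely to account for all of it. For the genes called by limma there was no such excess, with 50.7% higher before and 48.2% after quantile normalization. Small RNA genes and genes at 0 in only 1 library of a group were 16 of the 211, and without them 66.7% were higher, so they did not cause the excess. Feeder RNA was not tested as a cause of the excess, although all 18 fibroblast markers tested were higher in hybrid cells than in EPSCs.

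The rise of the OXPHOS genes in EPSCs and hybrid cells against NSCs may depend on how libraries are scaled. With FPKM scaled to a sum of 1000000 per library, the lower of the medians under both scalings, the median log2 fold change was −0.16 in EPSCs (adjusted p = 0.588, 3.1e-05 to 0.588 over the alternatives) and −0.15 in hybrid cells (adjusted p = 0.184, 4.3e-06 to 0.468 over the alternatives), from camera of limma with Benjamini-Hochberg adjustment. With FPKM as deposited, the sums of the NSC libraries were the lowest of the 4 groups, and this scaling moved the median of all tested genes to −0.48 in EPSCs and −0.51 in hybrid cells. Relative to that median, the OXPHOS genes were still higher by 0.32 and 0.36, while after quantile normalization they were lower, at −0.17 and −0.15. The reversed sign under scaling to a sum therefore follows from a shift of all genes and cannot alone decide for an artefact. A lower content of these transcripts in NSCs remains as a biological explanation.

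Against ESCs, the OXPHOS genes were higher in EPSCs by a median log2 fold change of 0.23 (58 of 77 genes higher, adjusted p = 0.00117, 0.0012 with the replicate block, 0.0012 to 0.357 over the alternatives, from camera of limma with Benjamini-Hochberg adjustment).

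By limma with Benjamini-Hochberg adjustment, 1682 genes were above both EPSCs and NSCs in hybrid cells and 1284 were below both. By the paper's rule, 101 were above both and 12 below both. Of the 21 fibroblast markers, 16 were above both by limma. Of the imprinted genes listed, H19, Igf2, Zrsr1, and Igf2r were above both, and Peg3 and Peg10 were below both. H19 was at 34.8 ± 7.80 FPKM (SD, n = 2) in hybrid cells, 17.8 ± 0.917 in EPSCs, and 3.47 ± 0.219 in NSCs, and Peg3 was at 11.7 ± 1.95, 24.6 ± 0.254, and 31.5 ± 0.147.

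Pou5f1 was at 869.5 ± 112 FPKM (SD, n = 2) in EPSCs, 875 ± 189 in hybrid cells, and 1077 ± 41.3 in ESCs, and Nanog at 343 ± 12.5, 321 ± 8.27, and 309 ± 1.91.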
